# Characterization of Circular RNAs in Chinese Buffalo (*Bubalus* *bubalis*) Adipose Tissue: A Focus on Circular RNAs Involved in Fat Deposition

**DOI:** 10.3390/ani9070403

**Published:** 2019-07-01

**Authors:** Jieping Huang, Jinhui Zhao, Qiuzhi Zheng, Shuzhe Wang, Xuefeng Wei, Fen Li, Jianghua Shang, Chuzhao Lei, Yun Ma

**Keywords:** *Bubalus bubalis*, adipose tissue, RNA sequencing, circular RNA, fat deposition

## Abstract

**Simple Summary:**

Buffalo play a vital role in several southeastern and middle-eastern Asian countries and Africa. Fat deposition has received increased attention because of its importance to meat quality. However, information on the development of buffalo adipose tissue is poorly understood and requires further investigation. This study characterized circular RNA (circRNA) profiles of adipose tissues in different developmental stages in buffalo. Co-expression analysis and functional enrichment revealed a considerable number of circRNAs which may function in fat deposition. Further qRT-PCR analysis identified two circRNAs with a significant association with PR/SET domain 16, a fat metabolism gene. Our results identified candidate regulators of fat deposition in buffalo, which may be valuable for buffalo breeding.

**Abstract:**

Circular RNAs (circRNAs) have been identified as a novel type of regulators involved in multiple biological processes. However, circRNAs with a potential function in fat deposition in buffalo are poorly understood. In this study, six RNA libraries of adipose tissue were constructed for three young and three adult Chinese buffaloes with paired-ends RNA sequencing using the Illumina HiSeq 3000 platform. A total of 5141 circRNAs were computationally identified. Among them, 252 circRNAs were differentially expressed (DE) between the young and adult buffaloes. Of these, 54 were upregulated and 198 were downregulated in the adult group. Eight DE circRNAs were further identified by quantitative real-time-PCR (qRT-PCR) and Sanger sequencing. Co-expression analysis revealed that 34 circRNAs demonstrated a strong correlation with fat deposition-associated genes (|r| > 0.980). Among these, expressional correlation between two circRNAs (19:45387150|45389986 and 21:6969877|69753491) and PR/SET domain 16 was further verified using qRT-PCR, and a strong correlation was revealed (1 > |r| > 0.8). These results strongly suggest that circRNAs 19:45387150|45389986 and 21:6969877|69753491 are potential regulators of buffalo fat deposition. In summary, this study characterized the circRNA profiles of adipose tissues at different stages for the first time and revealed two circRNAs strongly correlated with fat deposition-associated genes, which provided new candidate regulators for fat deposition in buffalo.

## 1. Introduction

Circular RNAs (circRNAs) are well known as a class of non-coding RNAs with a closed loop. More than 40 years ago, viral circRNAs were identified [1]. Subsequently, circRNAs were observed and identified in eukaryotes [2,3,4]. Due to the rapid advancement of RNA sequencing methodologies and bioinformatics, a great number of circRNAs have been discovered in many species in recent years. Originally, circRNAs were considered byproducts generated from an error in alternative splicing [5]. In recent years, circRNAs have been found to be involved in multiple biological processes [6,7,8]. In humans, many tissue-specific circRNAs have been identified [9,10,11], and some of them play roles in disease [12] or can be cancer biomarkers [13,14]. In mice, circRNA_010567 promotes myocardial fibrosis via miR-141 suppression by targeting TGF-β1 [15]. Similarly, circRNA_100782 regulates proliferation of pancreatic carcinoma [16]. Interestingly, expression of circRNAs can be induced by chemicals [17], implicating circRNAs in the response to external injury. In livestock animals, a great number of circRNAs have been identified by RNA sequencing technology, and some of them are associated with economically important traits. Based on RNA sequencing, 13,950 circRNAs have been identified in the preovulatory ovarian follicles of goats [18]. Among these, chi_circ_0008219 is a potential circRNA associated with goat reproductive traits [18]. In swine, 6,130 circRNAs have been identified in the muscle, and most of them are uniquely expressed in one breed [19], suggesting that circRNAs may be involved in maintaining characteristics of a breed. In cattle, 12,918 circRNAs have been identified in the muscle tissue [20]. The circLMO7 is abundant in muscle tissue and regulates myoblast differentiation and survival [20]. Characterizing the circRNA profiles of specific tissues or cells is a promising way to reveal functional circRNAs.

Beef (cattle meat) is popular all over the world for its high protein and vitamin content. Meat tenderness and juiciness are affected by the intramuscular fat (IMF) content. In recent years, cattle meat has been imported to meet consumer demand in China [21]. Although buffalo (*Bubalus bubalis*) is abundant in China, buffalo meat has not been widely accepted by customers because of the low IMF content [22]. Besides, the IMF level is too limited to be sampled for RNA sequencing analysis. Many studies demonstrate that back subcutaneous fat is significantly associated with IMF [23,24], which indicates that the character of backfat tissue may be used as an indicator of IMF. However, development of backfat tissue is poorly understood and requires further investigation in buffalo. Recently, circRNA expression profiles have been characterized in adipose tissues or adipose-associated cells of humans [25], mice [26], and swine [27]. These results provide vital information for further studies on fat deposition. However, to date, there has been no study characterizing the circRNA profiles in buffalo adipose tissue. Adipose tissue is formed at specific times to meet the requirement of an organism’s development. Generally, capacity of fat deposition in adult animals is higher than that of young animals. In the present study, circRNA profiles of subcutaneous adipose tissue of Chinese buffalo at two developmental stages (i.e., young and adult) were identified using paired-end sequencing using the Illumina HiSeq 3000 platform. We aimed to identify circRNAs with a significant association with fat deposition for further research on adipose tissue development in buffalo.

## 2. Materials and Methods

### 2.1. Animal Ethics

All animals were bred for commercial use rather than for experimental reasons, and they were slaughtered according to the food industry-approved halal food quality certified protocol by a Muslim cleric according to the law of Islam. Thus, no ethics approval was required by a specific committee.

### 2.2. Animals and Tissue Samples

For RNA sequencing, six Chinese buffaloes (swamp type) were sampled, including three young (6-month-old) and three adult (30 month old) individuals. In addition, another 49 buffaloes with variable months of age were also sampled for a subsequent validation assay. The buffaloes were raised at the Xinyang buffalo farm (Xinyang, Henan, China) with equivalent forage and feeding management conditions. Subcutaneous adipose was harvested after slaughter and frozen immediately in liquid nitrogen.

### 2.3. RNA Isolation and Sequencing

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The RNA quantity was verified with the NanoDrop 2000 (Nanodrop, Wilmington, DE, USA) and 1.5% agarose gel. The rRNA was removed by the Epicentre Ribo-zero rRNA Removal Kit (Epicentre, San Diego, CA, USA). The RNA was fragmented, and random primers were added to yield double-stranded cDNA. Then, the A-tail and ligating adapters were added to the cDNA, and PCR was performed to enrich the cDNA. The cDNA was precipitated with ethanol, and its quality was assessed using an Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). Quantification of the sample was performed using the Quant-iT™ PicoGreen^®^ dsDNA Assay Kit (Life, Southfield, MI, USA). Finally, the cDNA library was sequenced using the double terminal sequencing mode of the Illumina HiSeq 3000 platform. The RNA sequencing data were deposited in the NCBI Gene Expression Omnibus (GEO), and the accession number is GSE112744.

### 2.4. Quality Control, Transcriptome Assembly, and CircRNA Prediction

Trim Galore was used to remove adapter sequences and low-quality sequences [28]. The FastQC function in Trim Galore was used for quality control and calculating the proportion of Q20 and Q30 [28]. Reads with high quality were collected and used for analysis.

The cattle genome (UMD3.1) was used as a reference genome because the buffalo genome has not been successfully assembled yet. The cattle reference genome and the gene model annotation files were downloaded from the Ensemble database. High-quality reads for each sample were aligned to the reference genome by STAR [29]. For aligned sequence 6% mismatch was allowed; the maximum total length mapped to genome was 1,000,000 bp; minimum intron length was 20 bp; maximum intron length was 1,000,000 bp; other parameters were set to default values. For circRNA prediction, the CIRCexplorer2 was employed to identify the back-spliced junction of circRNAs [30]. The host genes of circRNAs, excluding the intergenic circRNAs and the circRNAs produced from transcripts without gene symbols, were statistically analyzed.

### 2.5. Differential Expression, Functional Enrichment, and Co-Expression Analysis

To calculate the expression levels of circRNAs, back-spliced reads per million mapped reads (BSRP) was used. To screen for differentially expressed (DE) circRNAs, DESeq2 software (Version 1.14.1) was used [31], and those with a fold-change ≥ 2 and a *p*-value ≤ 0.05 were considered as DE circRNAs. The host genes of DE circRNAs were used for functional enrichment by DAVID [32]. A *p*-value ≤ 0.05 was used as threshold to evaluate significant enrichment. Only items associated with lipid metabolism were retained.

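mRNA was measured in the same 6 libraries of subcutaneous adipose tissue, from 3 young (6 months) and 3 adult (30 months) Chinese buffaloes. The authors trimmed the reads and took the cattle genome and its Ensembl annotation as reference, and the deposited values are log2(FPKM + 1) per library for 79746 transcripts. Of these, 21693 carried an Ensembl identifier and 58053 had been assembled by the authors. Transcripts above 0 numbered 65696, 61717 and 57974 in young replicates 1 to 3 and 53454, 56260 and 53427 in adult replicates 1 to 3. Counts behind the FPKM were not used here, so the depth behind a value is unknown. The FPKM of all transcripts summed to 1093380, 1138480 and 1237790 in young replicates 1 to 3. In adult replicates 1 to 3 the sums were 704784, 721755 and 657311. Values were tested without further scaling, so a modest change can depend on the FPKM scale. The median log2 fold change over all genes and transcripts tested was 0.01. The tables of mRNA give no gene symbols. Symbols were taken from the transcripts that the authors name as hosts of circRNAs. For SREBF2, PRDM16, THRSP, CDK5 and SFRP4, the transcript was instead found by matching the r values of Table 2 within 2e-04, so these 5 names rest on the paper's own table. The circRNAs of Table 2 were DE between the age groups. The direction of change of these 5 genes was thus tied to the match and is not independent evidence. In all, 4000 genes were named, and the FPKM of a gene was summed over its named transcripts only. Named genes and unnamed Ensembl transcripts with a mean FPKM of at least 0.5 were tested with limma (eBayes with trend) on log2(FPKM + 1), adult minus young. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 14695 genes and transcripts tested. Values are given as FPKM, mean ± SD over 3 animals. Gene groups came from 22 lists fixed before the data were examined, of which 97 of 419 genes could be measured under these names.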

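Most of the measured genes that build fatty acids, triglycerides and cholesterol rose from young to adult adipose tissue. Of 11 measured genes of fatty acid and triglyceride synthesis, 8 rose in adults, none fell and 3 did not pass the test (8 rose when adjusted over the list alone); 5 rose without young replicate 1 or any 1 adult library. ACACA, the enzyme that makes malonyl-CoA for fatty acid synthesis, rose from 38.4 ± 13.9 to 331 ± 99.9 FPKM (SD, n = 3; log2 fold change 3.10, SE 0.34, limma adjusted p = 0.00168). The elongase ELOVL6 rose from 55.4 ± 47.6 to 1406 ± 789 FPKM (log2 fold change 4.90, SE 0.71, adjusted p = 0.00538), and ELOVL5 from 39.9 ± 16.5 to 191 ± 46.3 (2.27, adjusted p = 0.00499). INSIG1, a sterol-regulated brake on SREBP processing, rose from 9.41 ± 1.84 to 71.5 ± 10.9 FPKM (log2 fold change 2.81, SE 0.21, adjusted p = 0.000293). DGAT2, which completes triglycerides, rose from 287 ± 330 to 2704 ± 725 FPKM (log2 fold change 4.16, SE 1.02, adjusted p = 0.0314). GPAM and THRSP were also upregulated, while ACSL1, LPIN1 and ACACB had log2 fold changes of 1.08, 0.36 and −0.10 and did not pass. Of 6 measured genes of cholesterol synthesis, 5 rose, none fell and FDFT1 did not pass (6 rose when adjusted over the list alone); 3 rose without young replicate 1 or adult replicate 2, and 2 without young replicate 2 or adult replicate 1 or 3. Beside INSIG1 and SREBF2, these included SQLE, a sterol synthesis enzyme (log2 fold change 1.28, adjusted p = 0.0347), and HSD17B7 (adjusted p = 0.0337). LPL, which frees fatty acids from lipoproteins for uptake, rose from 191 ± 137 to 2148 ± 848 FPKM (log2 fold change 3.74, SE 0.63, adjusted p = 0.00937), and the other 3 measured genes of lipid uptake and storage did not pass, though PPARG did without young replicate 3 (0.0201). The camera test gave adjusted p = 0.000144 for fatty acid and triglyceride synthesis and 0.000619 for cholesterol synthesis over 8 lists, and adjusted p = 0.548 for both with an estimated correlation. THRSP in the first list and SREBF2 in the second were named through Table 2, which tied their rise to the match. Among markers of other cell types, 1 of 7 endothelial genes rose (2 when adjusted over the list alone, 4 without young replicate 3), VWF, with a log2 fold change of 1.70 (SE 0.37, adjusted p = 0.0207), a call lost without any 1 adult library (adjusted p from 0.0537 to 0.0845). CD163, a macrophage receptor and the only 1 of 3 macrophage markers to pass, fell from 79.6 ± 23.3 to 15.8 ± 4.21 FPKM (log2 fold change −2.24, SE 0.30, adjusted p = 0.00393). Also lower were 2 of 3 smooth muscle and pericyte markers, 2 of 4 stromal cell markers (1 was higher) and the 1 skeletal muscle marker measured. Of all these markers, only CD163 and the stromal THY1 kept their calls with each library left out. Young replicate 2 stood apart in the fatty acid and triglyceride list, with a median log2 difference of −1.29 from the mean of the other 2 young libraries. In all, 1543 genes and transcripts were higher in adults and 1366 lower; the counts became 724 and 1014 without young replicate 1, 487 and 661 without adult replicate 1, 367 and 553 without adult replicate 2, and 729 and 702 without adult replicate 3. DGAT2 and THRSP lost their calls without young replicate 1 or any 1 adult library (adjusted p from 0.085 to 0.108 and from 0.0861 to 0.108), GPAM, SQLE and HSD17B7 without any 1 library except young replicate 3 (0.071 to 0.144, 0.0716 to 0.118 and 0.0779 to 0.112), and FDFT1 passed without young replicate 1 (0.0231).

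**Figure D1:**
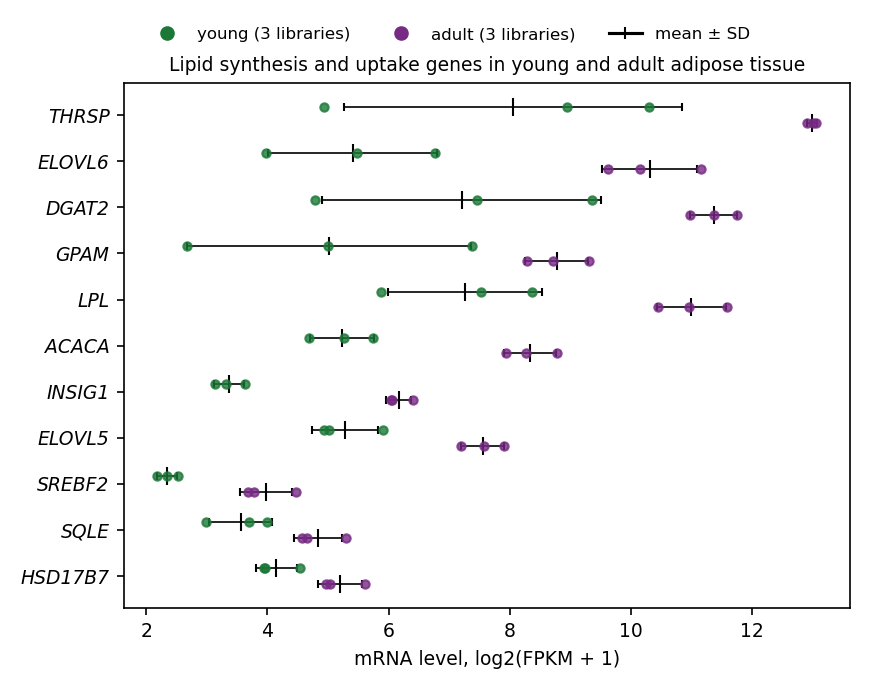
Levels of lipid synthesis and uptake genes on a log2(FPKM + 1) axis, 1 row per gene, with a point for each of the 3 young and 3 adult libraries and the mean ± SD of each group. INSIG1 and ACACA lie higher in every adult library than in every young library.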

A number of DE genes were previously identified in adipose tissues of 6 and 30 month old buffaloes. Among them, 11 genes (peroxisome proliferator activated receptor gamma (PPARG), serum/glucocorticoid regulated kinase 1 (SGK1), cyclin dependent kinase 5 (CDK5), sterol regulatory element binding transcription factor 1 (SREBF1), thyroid hormone responsive (THRSP), FYN proto-oncogene (FYN), SMAD family member 3 (SMAD3), sterol regulatory element binding transcription factor 2 (SREBF2), secreted frizzled related protein 4 (SFRP4), PR/SET domain 16 (PRDM16), and bone morphogenetic protein 7 (BMP7)) involved in adipogenesis [33,34] were included (Table S1). 

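SREBF2, a regulator of cholesterol synthesis genes, and THRSP, a regulator of lipogenesis, were upregulated in adult adipose tissue, and SFRP4, a secreted Wnt antagonist, and the kinase FYN were downregulated. Of the 11 genes, 8 were measured, and 3 of them rose, 3 fell and 2 did not pass the test (4 rose and 4 fell when adjusted over the list alone). The paper drew this list from genes that it reports as DE between the same 2 ages, possibly on these samples, so the counts are not independent evidence. SREBF2, THRSP, CDK5, SFRP4 and PRDM16 were also named through Table 2, which tied their direction to the match. SREBF2 rose from 4.11 ± 0.593 to 15.3 ± 5.14 FPKM (SD, n = 3; log2 fold change 1.63, SE 0.26, limma adjusted p = 0.0076). THRSP rose from 593 ± 619 to 8136 ± 443 FPKM (log2 fold change 4.93, SE 1.22, adjusted p = 0.0323), and CDK5 from 3.27 ± 1.64 to 9.16 ± 1.38 (1.32, SE 0.33, adjusted p = 0.0333). SFRP4 fell from 17.8 ± 8.03 to 3.67 ± 0.601 FPKM (log2 fold change −1.93, SE 0.33, adjusted p = 0.0101). FYN fell from 46.2 ± 6.43 to 21.2 ± 4.38 FPKM (log2 fold change −1.10, SE 0.22, adjusted p = 0.0163), and PRDM16 was the other downregulated gene. PPARG, the master regulator of adipogenesis, had 130 ± 93.0 FPKM in the young group and 266 ± 31.0 in the adult group (log2 fold change 1.28, SE 0.50, adjusted p = 0.112). SMAD3, which carries TGF-beta signals, had 13.1 ± 2.07 and 5.98 ± 2.85 FPKM (log2 fold change −1.10, SE 0.36, adjusted p = 0.0716). SGK1, SREBF1 and BMP7 were not analysed here, since no transcript could be matched to them. Without young replicate 1 or any 1 adult library, THRSP (adjusted p from 0.0861 to 0.108) and CDK5 (0.0763 to 0.123) did not pass. FYN was lost without adult replicate 2 or 3 (0.0607 to 0.0795), SFRP4 without adult replicate 2 (0.0504), and PPARG passed without young replicate 3 (0.0201).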

To search for potential circRNAs involved in fat deposition, co-expression analysis was performed for these 11 DE genes and the DE circRNAs. The 1 > |r| > 0.8 means a strong correlation. To obtain a reliable result, only those mRNA–circRNA pairs with |r| > 0.980 were retained for the small sample size (*n* = 6) used in RNA sequencing.

### 2.6. Validation Assay

Quantitative real-time-PCR (qRT-PCR) and Sanger sequencing were performed for circRNA validation. Primers were designed by the Pick Primers function in NCBI (Table 1). Reverse transcription was performed using the PrimeScript RT Reagent Kit with gDNA Eraser (TaKaRa, Dalian, China). The qRT-PCR was performed to detect the expression levels of circRNAs and mRNAs using SYBR Green I (TaKaRa, Dalian, China) with two-step reactions, as recommended by the manufacturer’s protocol. The *GAPDH* was used as an internal control gene [35]. The cycle threshold (2^−ΔΔCt^) method was used to calculate relative expression levels of circRNA and mRNA. Relative expression levels of each tissue are presented as the means ± SEMs. Meanwhile, the PCR products were sequenced to validate the junctions of circRNAs.

## 3. Results

### 3.1. Overview of Sequencing and Quality Control

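Back-spliced reads, which cross the junction where a circRNA closes, were counted in subcutaneous adipose tissue of the young and adult buffaloes, with 1 library per animal and 3 animals per group. Each library was depleted of rRNA and kept linear RNA. The authors trimmed the reads with Trim Galore, aligned them to cattle UMD3.1 by STAR and found the junctions with CIRCexplorer2. The deposited circRNA values are log2(x + 1), where x is the number of back-spliced reads scaled to a total that differs by library. With the log undone, 100% of the values were whole multiples of 1 step per library, to within a relative deviation of 6.8e-13, so the number of back-spliced reads could be recovered. The step was 2.09, 2.59 and 1.42 in young replicates 1 to 3 and 1.94, 1.52 and 2.06 in adult replicates 1 to 3. A back-spliced read thus counts for more than 1 unit in every library, so the scaled reads are not set against all mapped reads. The young libraries held 13721, 12275 and 17680 back-spliced reads and the adult libraries 12495, 16249 and 10745. circRNAs are named by their positions on UMD3.1, and levels are given as scaled reads, mean ± SD over 3 libraries. The 2834 circRNAs with a read in at least 3 of the 6 libraries were tested with limma (eBayes with trend) on the deposited log2 values, adult minus young, and were called at a Benjamini-Hochberg adjusted p under 0.05. Against a group with no read, a fold is a lower bound, taken from a floor of 3 reads over the 3 libraries of that group. It covers only the counting error of the group with no read, and not that of the group with reads. Amplified copies of a molecule are not independent, which it does not cover either. The fitted log2 fold change of a circRNA with no read in a group depends on the 1 added to x. Single values per library were compared by exact permutation tests, two-sided, in which 0.1 is the smallest p that 3 animals against 3 allow.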

A total of six cDNA libraries of adipose tissues were constructed for RNA sequencing, including three young and three adult buffaloes. There were 561 million and 433 million clean reads obtained from young and adult buffaloes, respectively (Table S2). Since the buffalo genome assembly is not available, the cattle genome (UMD3.1) was used as the reference genome. An average of 80.96% of the clean reads were mapped to the reference genome (Table S2). Approximately 0.01% of the clean reads were identified as the junction reads for each sample (Figure 1A).

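Over young and adult libraries together, MED17, ACSS3 and BNC2 gave the circRNAs with the most back-spliced reads in buffalo adipose tissue. The circRNA 29:1009452|1015558 of MED17, a subunit of the Mediator complex, held 677 reads over the 6 libraries, or 0.814% of all back-spliced reads. The circRNA 5:10860435|10879727 of ACSS3, an acyl-CoA synthetase gene, held 584 reads (0.702%). The circRNA 8:27974923|27976892 of BNC2, which encodes a zinc finger protein, held 578 reads (0.695%). The places of MED17 and ACSS3 come from the adult libraries, with 300.4 and 280.5 scaled reads there and 114 and 60.2 in the young group, where the circRNAs of BNC2 (161), USP3 (157) and UBE3A (143) had more. The BNC2 circRNA had 161 ± 69.6 scaled reads in the young group and 206 ± 58.7 in the adult group (SD, n = 3; log2 fold change 0.39, SE 0.32, limma adjusted p = 0.572). In sum, 43676 back-spliced reads were recovered in the young group and 39489 in the adult group. Set against the paper's clean reads of each group, these were 0.00779% in young and 0.00912% in adult buffaloes, with no error, as clean reads per library were not used here.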

### 3.2. CircRNAs Expressed in Back Subcutaneous Adipose Tissue of Buffalo

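UBE3A, PICALM and HIPK3 gave abundant circRNAs that were seen in all 6 libraries of young and adult buffaloes. The circRNA 21:2404179|2410197 of UBE3A, a ubiquitin ligase gene, had 143 ± 33.2 scaled reads in the young group and 123 ± 29.8 in the adult group (SD, n = 3; limma adjusted p = 0.723). The circRNA 29:9613012|9627685 of PICALM, a clathrin assembly gene, had 121 ± 29.4 and 123 ± 41.7 scaled reads (adjusted p = 0.993). The circRNA 15:64704077|64705175 of the kinase gene HIPK3 had 90.5 ± 27.7 and 171 ± 48.3 scaled reads (log2 fold change 0.91, SE 0.33, adjusted p = 0.108). These 3 circRNAs were chosen after their values were seen. A total of 14990 circRNAs had at least 1 back-spliced read. Of them, 433 were seen in every library and held 33.7% of all back-spliced reads, while 9690 (64.6%) were seen in 1 library only and held 19.9%. A single read was all that was seen of 5718 circRNAs. Counting only circRNAs seen in at least 2 libraries left 5300.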

In total, 5141 circRNAs were computationally identified in the present study (Table S3). Among them, 501 circRNAs have been previously published for cattle [20], and the remainder were considered as novel bovine circRNAs. 

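The circRNAs that the authors mark as published for cattle included those of SMARCA5, a chromatin remodelling gene, PICALM and ACSS3, all at the positions tested here. Of the 14990 circRNAs, 677 (4.52%) carried this mark. The share was 1.74% of circRNAs seen in 1 library and 27.7% of those seen in all 6 libraries. Over the circRNAs seen in at least 2 libraries, 508 (9.58%) carried it. Of the 25 circRNAs called between the age groups, 7 were published, from ATRX (2 circRNAs), GPCPD1, AIDA, SMARCA5, ZNF423 and STRN3; with the same 2834 circRNAs tested, all 25 calls were lost without any 1 young library (limma adjusted p of 0.0623 or more).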

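Some circRNAs were seen in every young library and in no adult library. Among them were 22:30718181|30723897 of FOXP1, a forkhead transcription factor gene, with 25 young and no adult reads (at least 8.83-fold lower in adults), and 2:37061458|37078299 of BAZ2B, a bromodomain gene, with 27 young and no adult reads (at least 9.53-fold lower). Their limma adjusted p was 0.0407 each, and 0.0607 each without adult replicate 2; with the same 2834 circRNAs tested, both calls were lost without any 1 of the 6 libraries (0.054 to 0.0998). In the other direction, 19:13812915|13825643 of ACACA had 9 reads over the 3 adult libraries and none in the young libraries (adjusted p = 0.0897). Over all circRNAs, 7065 were seen in the young group only, 4233 in the adult group only and 3692 in both. A library of the young group held 5078 ± 464 distinct circRNAs (SD, n = 3) and a library of the adult group 3611 ± 864, a ratio of 1.41 (exact permutation test, two-sided, p = 0.1, the smallest p possible). At an equal 10745 back-spliced reads per library, these were 4346 ± 153 and 3297 ± 488, a ratio of 1.32 (exact permutation p = 0.1). Detection in at least 2 libraries of a group gave 1976 young-only, 913 adult-only and 1228 shared circRNAs. Leaving out adult replicate 2 gave 2510 adult-only circRNAs, and without young replicate 3 there were 4996 young-only and 4921 adult-only circRNAs.

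**Figure D2:**
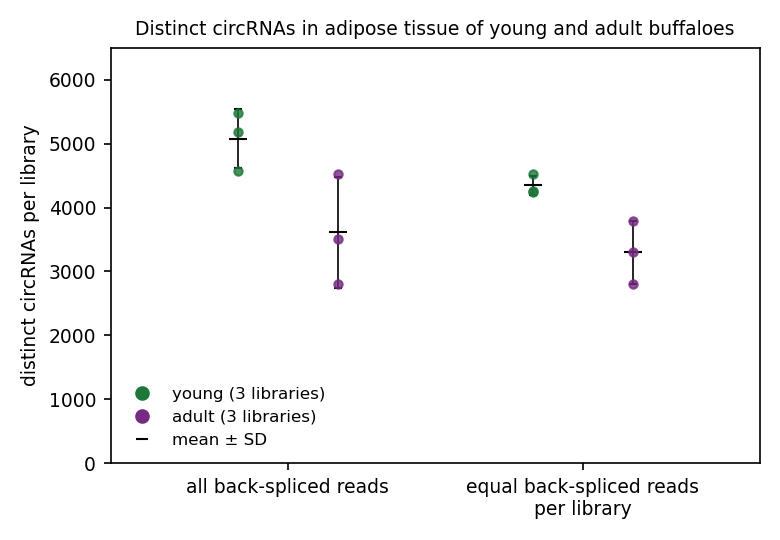
Number of distinct circRNAs per library (vertical axis) with all back-spliced reads and at 10745 reads per library; points are single libraries of the young and adult groups, and lines the mean ± SD of 3. At equal reads the young libraries lie between 4249 and 4523 and the adult libraries between 2807 and 3782.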

There were more circRNAs specifically expressed in the young group (1059) than that in the adult group (390), with 2,392 circRNAs being expressed in both developmental stages (Figure 1B). Based on the junction positions, the identified circRNAs were divided into four types: exon circRNA, exon–intron circRNA, intergenic circRNA, and intron circRNA. Most of the circRNAs identified were exon type (4,665, 90.74%), followed by exon–intron type (425, 8.27%), intergenic type (45, 0.88%), and intron type (6, 0.12%) (Figure 1C). 

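Exons gave most of the circRNAs, with 13623 of 14990 (90.9%) of the exon type, among them the abundant circRNAs of MED17 and BNC2. The exon-intron type had 1145 members (7.64%), such as 16:45621313|45621781 of RERE, which encodes a nuclear receptor co-regulator. Intergenic circRNAs numbered 112 (0.747%), including 17:40606888|40608971 and 4:9762677|9766001. Of the 110 intron circRNAs (0.734%), 103 were seen in 1 library only. Over the 5300 circRNAs seen in at least 2 libraries, 4814 were exon, 433 exon-intron, 46 intergenic and 7 intron circRNAs.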

Most of the junctions were flanked by the classical GT-AG splicing sites (98.40%, Figure 1D).

The circRNAs were produced from 2,187 host genes. A host gene could produce multiple circRNAs (Table S3, Figure 1E). About half of the host genes (1168, 53.40%) produced only a circRNA. Approximately 7% of host genes produced more than six circRNAs. The maximum number of circRNAs produced from a host gene was 32.

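With circRNAs of a single library counted, the host gene with the most circRNAs was ITPR2, an endoplasmic reticulum calcium channel, followed by UTRN, which links the cytoskeleton to the cell membrane. ITPR2 gave 79 circRNAs, with summed levels of 131 ± 29.0 scaled reads in the young group and 182 ± 40.5 in the adult group (SD, n = 3; exact permutation test, two-sided, p = 0.2). UTRN gave 61 circRNAs, with 71.5 ± 11.2 and 39.8 ± 7.41 scaled reads, no overlap between the groups and an exact permutation p of 0.1, the smallest possible. The circRNAs of PREX2, a guanine nucleotide exchange factor gene, summed to 49.8 ± 7.61 and 113 ± 18.7 scaled reads, and those of CEP112, a centrosomal protein gene, to 247 ± 60.4 and 119 ± 36.3 (exact permutation p = 0.1 each). The circRNAs came from 4026 host genes, of which 1571 (39.0%) gave 1 circRNA and 558 (13.9%) gave more than 6. Over circRNAs seen in at least 2 libraries there were 2233 host genes, 1182 of them (52.9%) with 1 circRNA and 109 (4.88%) with more than 6, and the most from a host gene was 32, from ITPR2; CEP112 gave 26 of these circRNAs, ATRX 22 and PREX2 20, all above the 18 of UTRN.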

### 3.3. Identification of DE circRNAs and Functional Enrichment

Of the 5141 circRNAs, a total of 252 DE (*p* < 0.01) circRNAs were identified between the young and adult groups, including 54 upregulated (21.43%) and 198 downregulated (78.57%) circRNAs in adult buffaloes (Table S4). Among them, 20 circRNAs were downregulated with an absolute fold-change ≥ 4, and the maximum absolute fold-change was 6.18 (Table S4). However, all the upregulated circRNAs demonstrated a fold-change less than 4. 

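circRNAs of ATRX and SMARCA5, both genes of chromatin remodellers, were downregulated in adult adipose tissue, and those of BCO2, GPCPD1 and MED17 were upregulated. The circRNA X:79771563|79786582 of ATRX had 115 back-spliced reads over the 3 young libraries and none in the adult libraries, at least 40.6-fold lower (log2 fold change −6.18, SE 0.69, limma adjusted p = 0.00415). The circRNA 11:91017|111244 of ZC3H6, a zinc finger gene, had 72 young and no adult reads, at least 25.4-fold lower (adjusted p = 0.00925). The circRNA 13:16203373|16208322 of KIN, a DNA-binding protein gene, had 86 young and 2 adult reads (adjusted p = 0.0219), and 17:14553435|14553894 of SMARCA5 had 143 and 6 (log2 fold change −4.82, SE 0.74, adjusted p = 0.0219). The circRNA 15:22884720|22887938 of BCO2, which encodes a carotenoid-cleaving enzyme, rose from 33.2 ± 10.7 to 174 ± 74.7 scaled reads (SD, n = 3; log2 fold change 2.33, SE 0.41, adjusted p = 0.0406). The circRNA 13:48112472|48120962 of GPCPD1, a glycerophosphocholine phosphodiesterase gene, rose from 37.5 ± 12.6 to 145 ± 23.6 scaled reads (log2 fold change 1.97, SE 0.36, adjusted p = 0.0407), and that of MED17 from 114 ± 41.5 to 300.4 ± 46.7 (1.44, SE 0.28, adjusted p = 0.0426). Of the 2834 circRNAs tested, 3 were upregulated and 22 downregulated in adults at an adjusted p under 0.05. At the thresholds of the paper's methods, an unadjusted p of at most 0.05 and a fold of at least 2, limma gave 152 upregulated and 471 downregulated circRNAs, and at an unadjusted p under 0.01 it gave 47 and 245; the first pair of counts became 99 and 130 without young replicate 1, 91 and 127 without young replicate 2, 97 and 141 without young replicate 3 and 101 and 482 without adult replicate 1, and with the same 2834 circRNAs tested lay between 126 and 163 and between 383 and 444 without any 1 library. The 3 young and 3 adult values did not overlap for 707 circRNAs (24.9%, against 10% by chance), 183 of them higher and 524 lower in adults. BCO2 (adjusted p from 0.0718 to 0.0738) and GPCPD1 (0.0778 to 0.0811) lost their calls without adult replicate 1 or 2, and MED17 without any 1 adult library (0.0767 to 0.122), so that no circRNA was called upregulated without adult replicate 1 or 2 (102 and 107 were higher at limma's unadjusted p under 0.05). The upregulated and downregulated counts were 23 and 20 without young replicate 1, 16 and 27 without young replicate 2, 22 and 30 without young replicate 3, 0 and 26 without adult replicate 1, 0 and 15 without adult replicate 2 and 2 and 29 without adult replicate 3; circRNAs seen in the 3 young libraries alone, such as those of ATRX and ZC3H6, were then not tested without a young library. In these fits without a young library, limma's prior degrees of freedom were infinite (6.65 with all 6 libraries), so that a circRNA's own spread did not enter its p. With the same 2834 circRNAs tested, an alternative chosen after the data were seen, all 25 calls were lost without any 1 young library (adjusted p of 0.0623 or more), when limma called 0 up and 0 down (143, 129 and 148 up and 419, 416 and 431 down at an unadjusted p under 0.05 without young replicates 1, 2 and 3); the counts were 0 and 10 without adult replicate 1 (144 and 383 at an unadjusted p under 0.05), 0 and 14 without adult replicate 2 (143 and 445) and 1 and 14 without adult replicate 3. Scaling by summed circRNA values left 8 downregulated circRNAs, and limma-voom on the recovered reads, chosen after the data were seen, called 46 up and 235 down, or 79 and 182 with library sizes from the summed reads.

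**Figure D3:**
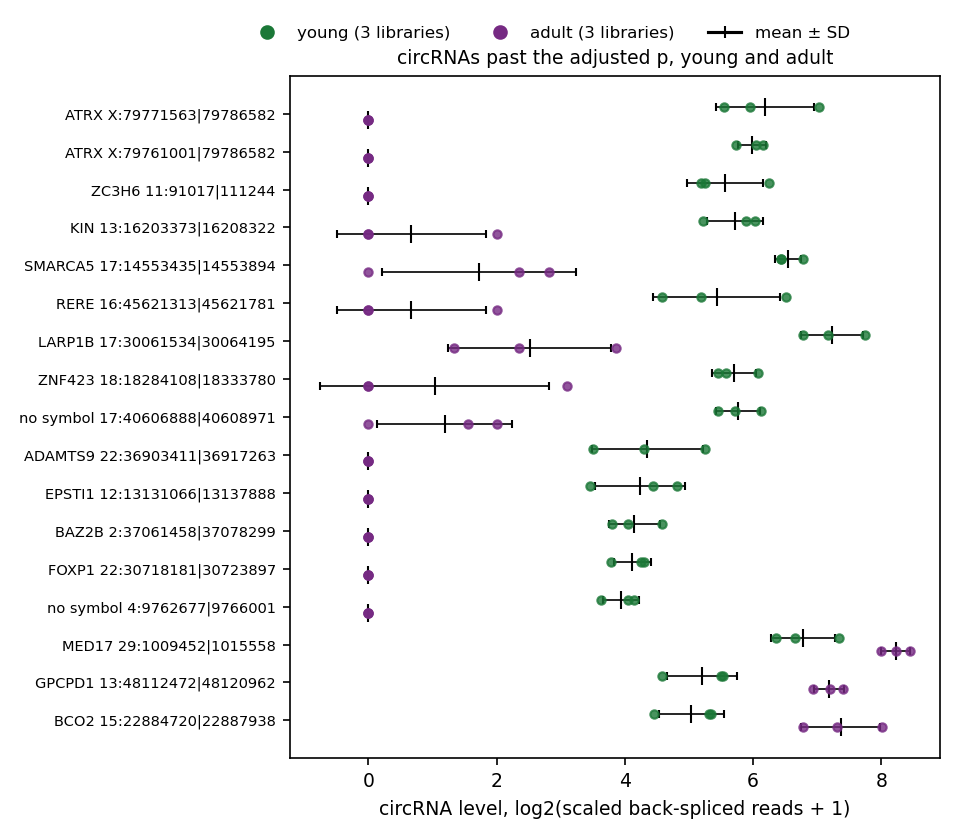
Levels of circRNAs past the adjusted p of 0.05 that are named in the text, on an axis of log2(scaled back-spliced reads + 1), 1 row per circRNA; points are the 3 young and 3 adult libraries and lines the mean ± SD of each group. The circRNAs of BCO2, GPCPD1 and MED17 lie higher in every adult library than in every young library, and the others lie lower.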

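Beside ATRX, the strongest falls included circRNAs of LARP1B, an RNA-binding protein gene, RERE and the adipocyte-lineage transcription factor gene ZNF423. The LARP1B circRNA 17:30061534|30064195 had 234 back-spliced reads in the young group and 10 in the adult group (log2 fold change −4.71, limma adjusted p = 0.0123). The RERE circRNA 16:45621313|45621781 had 71 and 2 reads (−4.76, adjusted p = 0.0406), and the ZNF423 circRNA 18:18284108|18333780 had a log2 fold change of −4.67 (adjusted p = 0.0407). Of the 22 downregulated circRNAs, 17 had a log2 fold change of −4 or lower, and 10 had no adult read, so that their fitted fold change depends on the 1 added before the log. At an unadjusted p of at most 0.05, 20 circRNAs reached −4; without young replicate 1 these counts were 9 (of the called) and 10, and the second was 13 without young replicate 2 or 3. With the same 2834 circRNAs tested, these calls were lost without any 1 young library (0.0623 to 0.0998), and those of RERE and ZNF423 also without adult replicate 1 or 3 (0.054 to 0.0698).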

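The largest log2 fold changes among circRNAs higher in adults at an unadjusted p of at most 0.05 were those of USP33, a deubiquitinase gene, and of another junction of GPCPD1, neither of which passed the adjusted p. The USP33 circRNA 3:67179509|67187976 had 4 back-spliced reads in the young and 60 in the adult group (log2 fold change 3.69, SE 0.79, limma adjusted p = 0.0589). The GPCPD1 circRNA 13:48107122|48114649 had 2 and 42 reads (log2 fold change 3.66, SE 0.80, adjusted p = 0.0589). Both were named after their values were seen. They passed without any 1 young library (0.000152 to 0.0106 and 0.009 to 0.0256), in fits where a circRNA's own spread does not enter, and with the same 2834 circRNAs tested they did not (0.066 to 0.0998 and 0.0623 to 0.0998). Among the 3 circRNAs past the adjusted p, the largest log2 fold change was that of BCO2.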

Most of the DE circRNAs were exon type, and there was no intron circRNA, indicating that circRNAs produced from exons might play a more important role in the development of buffalo adipose tissue. 

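Of the 25 circRNAs called, 21 were of the exon type, among them those of ATRX, SMARCA5, BCO2 and GPCPD1. The exon-intron type gave 2, among them that of RERE. Both intergenic circRNAs, 17:40606888|40608971 and 4:9762677|9766001, were downregulated in adults, and the latter lost its call without any 1 adult library (limma adjusted p from 0.0523 to 0.0718). The 2834 circRNAs tested comprised 2556 exon, 251 exon-intron, 24 intergenic and 3 intron circRNAs, so only 3 intron circRNAs could have been called. At an unadjusted p of at most 0.05 and a fold of at least 2, 563 of 623 circRNAs were exon, 52 exon-intron and 8 intergenic, and no intron circRNA passed limma's test at either threshold. The exon type made up 202 of 229 circRNAs at these thresholds without young replicate 1, 193 of 218 without young replicate 2 and 210 of 238 without young replicate 3, and of those called 38 of 43 without young replicate 1 or 2, 49 of 52 without young replicate 3 and 11 of 15 without adult replicate 2; with the same 2834 circRNAs tested, all 25 calls were lost without any 1 young library (adjusted p of 0.0623 or more).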

Host genes of DE circRNAs were used for functional enrichment. The primary aim of this study was to identify circRNAs implicated in fat deposition. However, no term associated with lipid metabolism was found (data not shown).

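EPSTI1, a gene counted among markers of brown and beige fat, was the only host gene of a called circRNA on any of 6 lipid lists. Its circRNA 12:13131066|13137888 fell from 19.3 ± 8.68 scaled reads (SD, n = 3) in young to none in adult buffaloes, and its mRNA fell from 63.9 ± 55.8 to 2.71 ± 0.562 FPKM (log2 fold change −3.60, SE 0.76, limma adjusted p = 0.0194). Host genes of fatty acid and triglyceride synthesis, cholesterol synthesis, lipolysis, lipid uptake and the 11 adipogenesis genes gave no called circRNA. Only 2, 1, 1, 2 and 3 host genes of these lists had a tested circRNA, too few to tell whether circRNAs of lipid genes change. The PPARG circRNA 22:57396661|57411011 had 4.57 ± 4.30 scaled reads in the young and 15.7 ± 5.48 in the adult group (adjusted p = 0.218), and the PDE3B circRNA 15:38489888|38501578 had 17.5 ± 13.1 and 30.2 ± 11.3 (adjusted p = 0.48). Of the other tested circRNAs of both genes, some were higher and some lower in adults, and none was called. PDE3B encodes the phosphodiesterase through which insulin restrains lipolysis. In place of DAVID, each list was compared by a one-sided Fisher's exact test between the 22 called host genes and the 1451 host genes of all circRNAs tested. EPSTI1 was the only member of the brown and beige list among the 1451, which gave a Fisher's exact p of 0.0152 (adjusted over 6 lists, exact p = 0.0912). Against the 4019 host genes of all circRNAs (with symbols given jointly for a circRNA counted singly), 5 of them on the brown and beige list, the 210 host genes of the authors' deposited DE list held 1 of the 5, EPSTI1 (Fisher's exact p = 0.235). The EPSTI1 circRNA lost its call without adult replicate 2 (limma adjusted p = 0.0607) and, with the same 2834 circRNAs tested, without any 1 of the 6 libraries (0.0549 to 0.0998), and its mRNA without any 1 library except young replicate 3 (0.059 to 0.0785).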

### 3.4. Co-Expression Analysis Revealed circRNAs Associated with Fat Deposition

While the functional enrichment of the host genes did not detect any associations between specific circRNAs and fat deposition, the co-expression analysis revealed a total of 37 circRNA–mRNA pairs had an |r| > 0.980 (Table 2), including 10 pairs with a negative correlation and 27 pairs with a positive correlation. A total of 34 circRNAs and six mRNAs (*CDK5*, *PPARG*, *PRDM16*, *SFRP4*, *SREBF2*, and *THRSP*) were involved.

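PRDM16, a driver of the brown fat program, and SFRP4 were paired mainly with circRNAs that were seen in young buffaloes only. Between the 8 measured genes and the 271 circRNAs of the authors' deposited DE list, 60 pairs had an absolute r above 0.980, 43 positive and 17 negative. PRDM16 had 23 positive pairs, and in 22 of them the circRNA had no adult read. SFRP4 had 14 positive pairs, all with circRNAs that had no adult read. THRSP had 8 pairs, 6 of them negative, including the positive pair with the ACSS3 circRNA 5:10860435|10879727, which had 111 young and 473 adult reads. SREBF2 had 7 pairs, 5 of them negative, including the TXNDC16 circRNA 10:11563837|11593862 with 34 young and 2 adult reads. CDK5 had 5 pairs, PPARG 2, FYN 1 and SMAD3 none. Of the 55 circRNAs in these pairs, 9 were called by limma at an adjusted p under 0.05. The names of SREBF2, PRDM16, THRSP, CDK5 and SFRP4 were found through the r values of Table 2, so the 36 pairs shared with that table are not independent evidence. The 6 libraries form 2 clusters of 3, the age groups, so no p is given for a pair; over the 2506 transcripts of the authors' deposited DE mRNA list, 76.6% had at least 1 such pair, and 301 had as many as PRDM16. With every value centred on the mean of its age group, 12 positive and 19 negative pairs passed 0.980, and with Spearman's rho of 1 or −1 there were 12 and 5. Positive and negative pairs were 112 and 50 without young replicate 1, 88 and 65 without young replicate 2, 85 and 93 without young replicate 3, 76 and 56 without adult replicate 1, 59 and 29 without adult replicate 2 and 74 and 33 without adult replicate 3.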

### 3.5. Validation of DE circRNAs and circRNA–mRNA Pairs

To evaluate the reliability of the DE analysis results, eight DE circRNAs (Table 1) were selected randomly for validation by qRT-PCR. Fragments containing the junctions of circRNAs were clearly amplified (Figure 2A). The fragment sequences obtained using Sanger sequencing further confirmed the back-splice junctions (Figure 2B). The expression patterns of the eight circRNAs were consistent with those obtained from RNA sequencing (Figure 2C,D).

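In the RNA sequencing values, circRNAs of ATRX and ADAMTS9 were downregulated in adults past the adjusted p, and those of MARK3, NMT1, TXNDC11, NMD3 and NID2 did not pass it. The ATRX circRNA X:79761001|79786582 had 62.5 ± 9.24 scaled reads (SD, n = 3) in the young group and no read in the adult group, at least 34.6-fold lower (log2 fold change −5.98, SE 0.66, limma adjusted p = 0.00415). The circRNA 22:36903411|36917263 of ADAMTS9, a matrix protease gene, had 22.0 ± 13.6 scaled reads in young and none in adult buffaloes, at least 13.8-fold lower (−4.35, SE 0.81, adjusted p = 0.0407). The MARK3 circRNA 21:69696877|69753491 and the NMT1 circRNA 19:45387150|45389986 had no adult read either, with 24 and 12 young reads (at least 8.47-fold and 4.24-fold lower; adjusted p = 0.0515 and 0.0897). The TXNDC11 circRNA 25:10461217|10480061 had 7.35 ± 1.88 scaled reads in young and 40.5 ± 5.24 in adult buffaloes (2.33, SE 0.52, adjusted p = 0.0605). The NMD3 circRNA 1:106999005|107007859 had 28.0 ± 10.3 and 89.3 ± 10.0 scaled reads (1.69, SE 0.39, adjusted p = 0.0627). The circRNA 10:44952496|44976492 of NID2, a basement membrane gene, had 14 adult reads and none in young buffaloes, at least 4.41-fold higher (adjusted p = 0.0839). For each of these circRNAs, the 3 young and 3 adult values did not overlap, as for 24.9% of all circRNAs tested, against 10% by chance. The study took these circRNAs from its DE list on the same libraries, so this is not independent evidence. ADAMTS9 lost its call without adult replicate 2 and under scaling by summed circRNA values (adjusted p = 0.0607 each), TXNDC11 passed without young replicate 1 or 3 (0.027 to 0.0299) and NMD3 without young replicate 2 or 3 (0.0129 to 0.0336), in fits with infinite prior degrees of freedom, where a circRNA's own spread does not enter. With the same 2834 circRNAs tested, an alternative chosen after the data were seen, neither passed without any 1 library (0.0623 to 0.147 and 0.0623 to 0.157), ATRX lost its call without any 1 young library (0.0623 to 0.0998) and ADAMTS9 without any 1 of the 6 (0.054 to 0.0998). The circRNAs seen in the 3 young libraries alone were not tested without a young library, and every circRNA named here passed the adjusted p with limma-voom on the recovered reads, chosen after the data were seen, and with a smaller pseudocount, 0.1 of the smallest value.

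**Figure D4:**
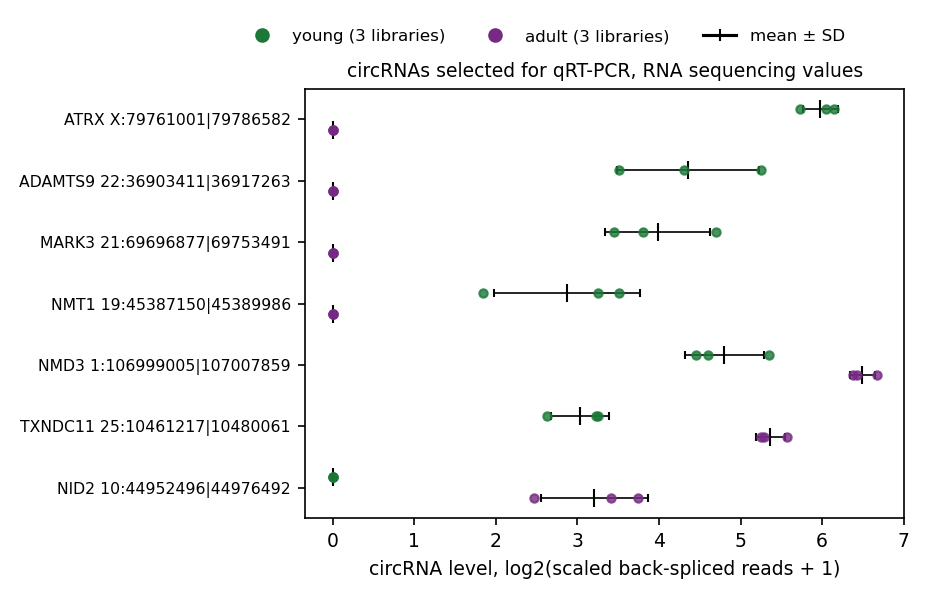
Levels of circRNAs selected for qRT-PCR in the RNA sequencing libraries, on an axis of log2(scaled back-spliced reads + 1); points are the 3 young and 3 adult libraries and lines the mean ± SD of each group. The circRNAs of ATRX, ADAMTS9, MARK3 and NMT1 lie at 0 in every adult library, and that of NID2 in every young library.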

In addition, the expressional correlation of two circRNAs (19:45387150|45389986 and 21:6969877|69753491) paired with the *PRDM16* transcript were confirmed by qRT-PCR as well. First, a validation assay was performed using adipose tissues of three young and three adult buffaloes. In this part, r values for 19:45387150|45389986-PRDM16 and 21:6969877|69753491-PRDM16 were 0.963 and 0.893, respectively (Figure 3A,B, Table 3). Then, adipose tissue samples from another 49 buffaloes with variable months of age were further used for validation, and the r values for 19:45387150|45389986-PRDM16 and 21:6969877|69753491-PRDM16 were 0.889 and 0.893, respectively (Figure 3C,D, Table 3).

## 4. Discussion

To identify circRNAs with a potential function in fat deposition in buffalo, circRNA expression profiles of adipose tissues were characterized by Ribo-Zero ribonucleic acid sequencing in Chinese buffalo. The RNA library construction by removing rRNAs and linear RNAs is more effective for circRNA identification [36]. In the present study, the RNA library was constructed and 5141 circRNAs were identified which was comparable with previous studies constructing libraries by removing rRNAs and linear RNAs [18,20]. Most of the circRNAs identified were exon type (Figure 1C), and ~98% of junctions reflected the classical GT-AG splicing mode (Figure 1D). In addition, 501 of the 5141 circRNAs were previously identified in the muscle tissue of Qinchuan cattle [20]. Our results further demonstrate that constructing an rRNA-depleted library without removing linear RNAs is practical for circRNA identification. Differential expression analysis revealed 252 DE circRNAs between the young and adult groups (Table S4). The validation results indicate a high reliability of the circRNA prediction.

For genes, a specific expression profile indicates a specific role and function. The circRNAs were expressed more abundantly in young buffalo than in adult buffalo (Figure 1B). 

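The ACSS3 circRNA 5:10860435|10879727 had 60.2 ± 52.2 scaled reads in young and 280.5 ± 38.4 in adult buffaloes (SD, n = 3; limma adjusted p = 0.0829), while the circRNAs of ATRX summed to 251 ± 70.6 and 33.3 ± 4.72 scaled reads and those of HERC2, a ubiquitin ligase gene, to 21.4 ± 14.8 and 48.8 ± 9.47. The ACSS3 circRNA passed without any 1 young library (1.93e-13 to 1.14e-05), in fits with infinite prior degrees of freedom, where its own spread does not enter, and with the same 2834 circRNAs tested it did not pass without any 1 library (0.0623 to 0.164). The circRNAs of BRWD1 and ATAD2B, both genes of bromodomain proteins, summed to 49.6 ± 16.7 scaled reads in the young and 51.3 ± 4.81 in the adult group for BRWD1 and to 75.7 ± 10.3 and 74.2 ± 43.7 for ATAD2B. Over all circRNAs, a library held 28514 ± 3340 scaled reads in the young group and 23643 ± 1365 in the adult group, a ratio of 1.21 (exact permutation test, two-sided, p = 0.1, the smallest p possible). The 10 most abundant circRNAs took 4.96 ± 0.254% of the back-spliced reads in young and 7.81 ± 0.537% in adult buffaloes, and without them the ratio was 1.25. Over the circRNAs seen in every library the ratio turned to 0.938, with 8432 ± 419 scaled reads in young and 8994 ± 309 in adult buffaloes (exact permutation p = 0.2). Unscaled back-spliced reads were 14559 ± 2798 and 13163 ± 2812 per library (exact permutation p = 0.6), and as a share of the paper's clean reads, a setting chosen after the data were seen, the ratio of young to adult was 0.854. From the richer circRNA set of young buffaloes and the lower fat accumulation of young animals, the paper proposes that circRNAs act mainly as negative regulators of fat deposition.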

Meanwhile, most of the DE circRNAs (198/252) were downregulated in adult buffalo (Table S4). According to the mammalian development pattern, a young animal is less efficient at fat accumulation than an old one. Thus, the richer circRNA set in young buffalo indicates that circRNAs may mainly act as negative regulators of fat deposition in Chinese buffalo.

The primary aim of this study was to reveal circRNAs associated with fat deposition. Previous studies have suggested that the host genes of circRNAs can reveal important information on the function of circRNAs [30]. In this study, functional enrichment analysis for the host genes was performed. However, no term associated with fat deposition was identified (*p* < 0.05). In fact, circRNAs participate in biological processes with multiple modes of action [20,37,38], not limited to regulation of their host genes. Therefore, functional enrichment based on the host genes may not be enough. Besides, DAVID is a tool that systematically maps a large number of interesting genes to the associated biological annotation, and statistically highlights the most enriched biological annotation out of thousands of linked terms and contents [39]. However, some genes without strong neighbors will be omitted from the analysis. The limited annotation information of bovines may affect the result as well. Instead, co-expression analysis was used and 34 circRNAs with putative association with fat deposition were screened. Though without systematic and integrative analysis as is available in DAVID, co-expression analysis can directly capture a pair of transcripts with high correlation and should make the study of regulatory mechanisms of circRNAs more difficult.

Initially, 10 of the 37 circRNA–mRNA pairs were selected for validation by qRT-PCR. However, specific primers were available for only three pairs, and high correlations were validated for only two pairs, namely, 19:45387150|45389986-PRDM16 and 21:6969877|69753491-PRDM16. Previous studies have indicated that circRNAs can regulate the expression of their host genes [7,37,40]. 

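NMT1 mRNA was upregulated in adult adipose tissue and MARK3 mRNA did not pass the test, while the circRNAs of both genes were seen in young buffaloes only. NMT1 mRNA rose from 31.1 ± 8.87 to 70.4 ± 11.6 FPKM (SD, n = 3; log2 fold change 1.18, SE 0.26, limma adjusted p = 0.0222). MARK3 mRNA had 20.7 ± 3.07 FPKM in the young group and 19.5 ± 2.18 in the adult group (log2 fold change −0.07, SE 0.20, adjusted p = 0.807). The NMT1 circRNA lies on chromosome 19 of UMD3.1 from 45387150 to 45389986, and had 5, 1 and 6 back-spliced reads in young replicates 1 to 3, or 7.18 ± 4.09 scaled reads. The MARK3 circRNA lies on chromosome 21 from 69696877 to 69753491, and had 12, 5 and 7 reads, or 16.0 ± 7.98 scaled reads. Over 2677 circRNAs with a measured host gene, 57.7% had a log2 fold change of the same sign as the host mRNA; circRNAs of a gene are not independent. NMT1 mRNA lost its call without young replicate 1 or any 1 adult library (adjusted p from 0.0508 to 0.0984).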

The circRNAs 19:45387150|45389986 and 21:6969877|69753491 are produced by N-myristoyltransferase 1 (NMT1) and microtubule affinity regulating kinase 3 (MARK3), respectively (Table 3). N-myristoyltransferase is a key cellular enzyme that carries out lipid modification by facilitating the attachment of myristate (a 14-carbon saturated fatty acid) to the N-terminal glycine of several protein molecules and increases protein lipophilicity [41]. MARK3 is a vital regulator involved in energy metabolism. The *Mark3^-/-^* mice are protected against high-fat diet-induced obesity and display attenuated weight gain [42]. These lines of evidence further suggest that circRNAs 19:45387150|45389986 and 21:6969877|69753491 are likely to be involved in lipid metabolism.

In addition, *PRDM16* is identified as a highly expressed gene in brown fat tissue and drives a brown fat-selective transcriptional program [43,44]. Brown adipose tissue can dissipate chemical energy in the form of heat (non-shivering thermogenesis) when encountering cold exposure and excessive feeding, which is considered to exert negative effects on feeding efficiency and inhibit fat deposition in animals [45,46]. In our study, *PRDM16* is richer in young buffaloes than in adult individuals (Table S1, Figure 4). These results indicate that brown adipose tissue is more active in young individuals, which is consistent with the rule of fat development in buffaloes. Both 9:45387150|45389986 and 21:6969877|69753491 demonstrated a positive correlation with *PRDM16*, which indicates that they may inhibit fat deposition in buffalo. However, further functional identification is needed.

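PRDM16 mRNA fell from 2.90 ± 0.379 FPKM (SD, n = 3) in young to 0.561 ± 0.122 in adult adipose tissue (log2 fold change −1.32, SE 0.23, limma adjusted p = 0.0101). Its log2(FPKM + 1) was 2.09, 1.81 and 1.97 in young replicates 1 to 3 and 0.72, 0.69 and 0.51 in adult replicates 1 to 3 (exact permutation test, two-sided, p = 0.1, the smallest p possible). Every adult FPKM lay below the 1 added before the log, so the log2 fold change understates the ratio of the FPKM means. The transcript, ENSBTAT00000025245, was identified through the r values of Table 2. Those r values are positive and belong to circRNAs lower in adults. The fall of PRDM16 was thus tied to the match and is not independent evidence, alone or within a gene list. Of 6 measured genes of brown and beige adipocytes, 2 fell, PRDM16 and EPSTI1, none rose and 4 did not pass the test (2 fell when adjusted over the list alone). PPARGC1A, a coactivator of mitochondrial biogenesis, had 7.94 ± 9.00 FPKM in the young and 4.46 ± 1.47 in the adult group without passing, and PPARGC1B, EBF2 and PDK4 did not pass either. The camera test of the list gave adjusted p = 0.208, and adjusted p = 0.59 with an estimated correlation. The respiratory chain gene NDUFS1 rose from 30.9 ± 11.1 to 96.8 ± 16.9 FPKM (log2 fold change 1.67, SE 0.31, adjusted p = 0.0128), 1 of 3 measured genes of that chain (2 when adjusted over the list alone). NDUFS1 lost its call without adult replicate 1 or 2 (adjusted p from 0.0559 to 0.0654), and EPSTI1 without any 1 library except young replicate 3 (0.059 to 0.0785).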

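The circRNAs of MARK3 and NMT1 had reads in young libraries only, where PRDM16 mRNA was also higher. In young replicates 1 to 3, the MARK3 circRNA had log2 values with a mean of 3.99 ± 0.64 (SD, n = 3) and the NMT1 circRNA of 2.87 ± 0.90, and both were 0 in each adult replicate. The MARK3 circRNA passed the study's threshold of an absolute r of 0.980 with PRDM16, and the NMT1 circRNA did not. The MARK3 pair is among the pairs of Table 2 through which the PRDM16 transcript was found. The r of that pair was thus tied to the match and is not independent evidence. Over young replicates 1 to 3, the NMT1 circRNA had 3.51, 1.84 and 3.25, the MARK3 circRNA 4.70, 3.80 and 3.45, and PRDM16 mRNA 2.09, 1.81 and 1.97, and no r is given within 3 libraries. The paper also measured the correlation of both circRNAs with PRDM16 by qRT-PCR, in further buffaloes as well, and those values were not analysed here. From the positive correlation with PRDM16 and the role of brown fat, the paper proposes that both circRNAs may inhibit fat deposition.

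**Figure D5:**
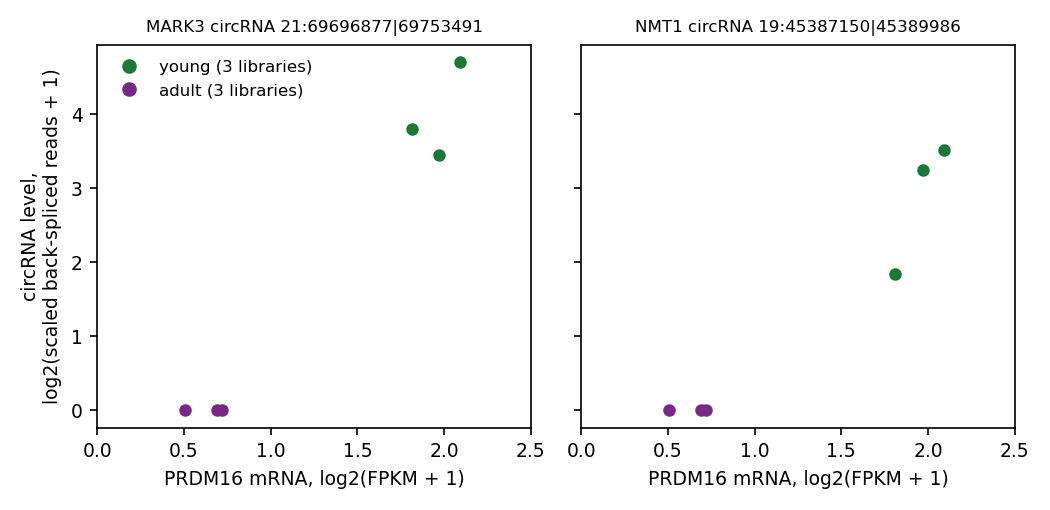
Level of the MARK3 and NMT1 circRNAs, log2(scaled back-spliced reads + 1), against PRDM16 mRNA, log2(FPKM + 1), with 1 point per library of the young and adult groups. The 3 adult libraries lie at 0 on the vertical axis in both panels.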

## 5. Conclusions

This study characterized the circRNA expression profiles in adipose tissues of young and adult Chinese buffaloes for the first time. We primarily focused on circRNAs with a potential function in fat deposition. Two circRNAs showing a strong correlation with *PRDM16* are likely to inhibit the deposition of white adipose tissue in buffalo. These results provide new candidate factors for further studies of the molecular regulatory mechanism of fat deposition in buffalo.

## Figures and Tables

**Figure 1:**
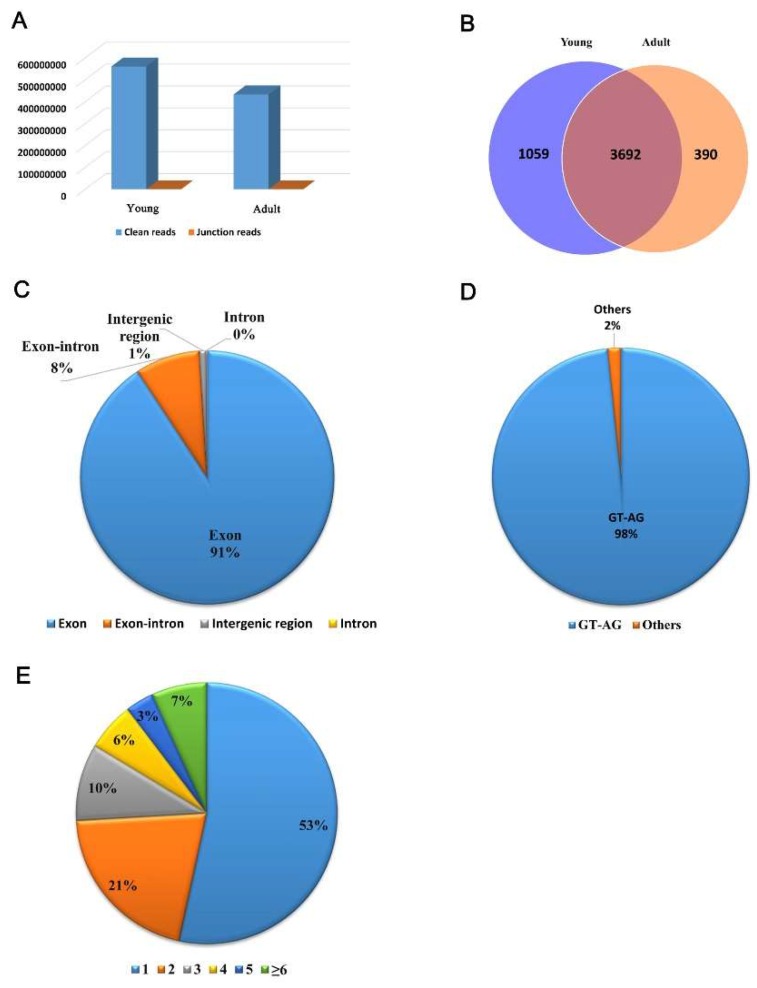
Profiling of circRNAs in young and adult Chinese buffalo adipose tissue. (**A**) Clean reads and junction reads obtained from young and adult buffalo adipose tissue. (**B**) circRNAs expressed in young and adult buffalo adipose tissue. (**C**) Overview of the types of total predicted circRNAs. (**D**) Splicing modes at the junctions. (**E**) Distribution of host genes producing different numbers of circRNAs. Different colors mean different numbers of circRNAs produced by the same host gene.

**Figure 2:**
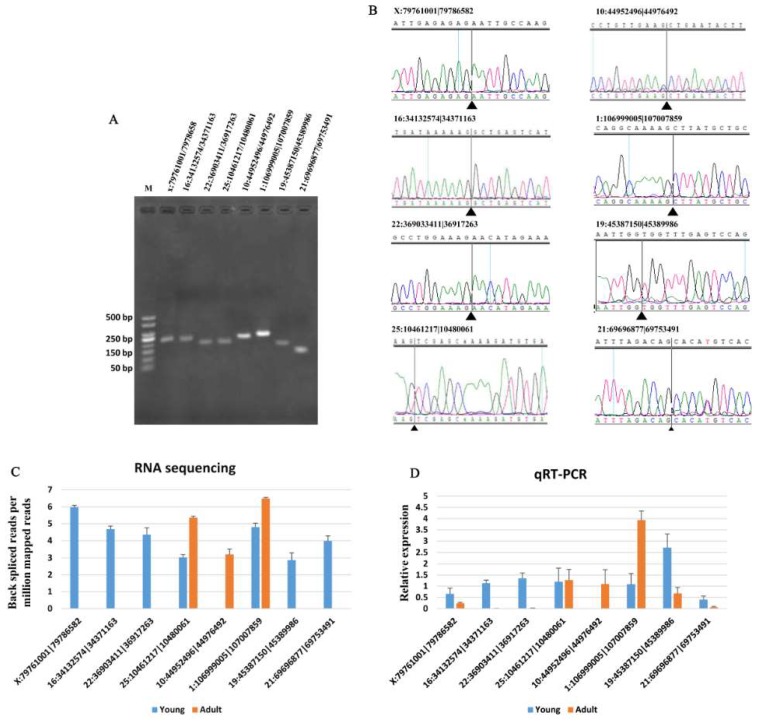
Validation of eight DE circRNA expression levels. (**A**) Electrophoretogram of the qRT-PCR products of the eight circRNAs obtained with divergent primers. M: marker 500. (**B**) Sanger sequencing of the eight circRNAs confirms the head-to-tail splicing. (**C**) Expression pattern of the eight circRNAs between young and adult Chinese buffalo adipose tissue based on RNA sequencing. (**D**) Validation of the expression pattern for the eight DE circRNAs by qRT-PCR. All of the eight circRNAs confirmed the RNA sequencing pattern. Data are presented as the means ± SEMs, *n* = 3.

**Figure 3:**
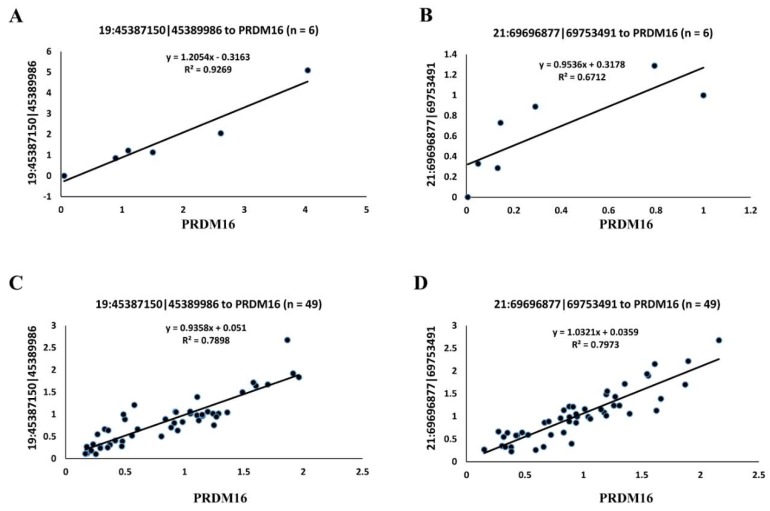
Validation of the two circRNAs with a strong correlation to *PRDM16* by qRT-PCR. The *y*-axis shows the relative expression of circRNA and *PRDM16*. Pearson’s correlation coefficients between circRNA and PRDM16 based on their relative expression were calculated to yield an *r*-value. (**A**) Validation for 19:45387150|45389986-PRDM16 in young and adult buffalo, *n* = 6. (**B**) Validation for 21:6969877|69753491-PRDM16 in young and adult buffalo, *n* = 6. (**C**) Validation for 19:45387150|45389986-PRDM16 in buffalo with variable months of age, *n* = 49. (**D**) Validation for 21:6969877|69753491-PRDM16 in buffalo with variable months of age, *n* = 49.

**Figure 4:**
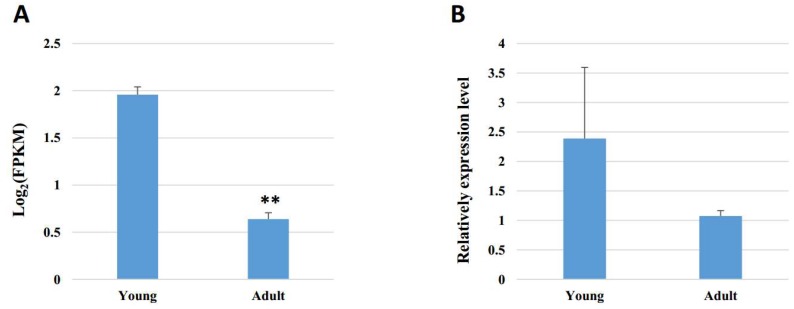
Expression of *PRDM16* in young and adult buffalo adipose tissue. (**A**) Expression pattern analyzed by RNA sequencing. (**B**) Expression pattern analyzed by qRT-PCR. Data are presented as the means ± SEMs, *n* = 3. ** *p* < 0.01, compared with the young group.

**Table 1:** Primers used for the validation of differentially expressed circular RNAs (circRNAs) and circRNA–mRNA pairs.

CircRNA ^1^/mRNA	Forward primer (5′–3′)	Reverse primer (5′–3′)	Product Length (bp)
X:79761001|79786582	GCTAAGAACAGAAACACAAAATGCT	CCTCATCTCCAGGGTTTTCTTCA	225
16:34132574|34371163	TCGAACACTCTCTTCAGATGCAA	TGGGGTTTGGATTCTCTGCT	213
22:36903411|36917263	CAGACGGCTCTGGTGCAATA	GTCATCAGCCAGGCTACTCC	180
25:10461217|10480061	AAGGAGTGGGACCTAAAGCC	GGCATTGAAGCGGAAGAAGTC	183
10:44952496|44976492	AACACAGACCTACCGCATCC	GAAAGAGGGCGTAGGTGTCA	234
1:106999005|107007859	CCAGATGTGTGGAGATTGCC	TCCTGGTGGCTGGAAATACC	227
21:69696877|69753491	ATGCAAGTGGAGGTGAAGTGT	TAACTTCTTGCCGCCCATCT	117
19:45387150|45389986	TGGAAGAGGCTAGCAAACGA	GGGCTGAATCTGTCTCGCTG	152
*PRDM16*	TACAGGGTGGAGAAGCGGAA	GTACCTGCACGTGTATCGCT	264
*GAPDH*	CACTCACTCTTCTACCTT	GCCAAATTCATTGTCGTA	91

**^1^** Indicates chromosomal locations in cattle.

**Table 2:** The circRNA–mRNA pairs with potential effects on fat deposition.

Number	circRNA_ID ^1^	Symbol	r Value	Number	circRNA_ID ^1^	Symbol	r-Value
1	10:11563837|11593862	*SREBF2*	−0.9975	20	12:52715274|52733582	*PRDM16*	0.9834
2	15:83640019|83640860	*THRSP*	−0.9960	21	15:22884720|22887938	*SREBF2*	0.9841
3	12:89500403|89506932	*PPARG*	−0.9899	22	12:89492189|89525269	*PRDM16*	0.9841
4	2:37078234|37133108	*THRSP*	−0.9889	23	22:30718181|30723897	*PRDM16*	0.9843
5	12:23235488|23237718	*THRSP*	−0.9889	24	21:69696877|69753491	*PRDM16*	0.9852
6	12:2298522|2305539	*PPARG*	−0.9859	25	4:9762677|9766001	*PRDM16*	0.9854
7	2:37078234|37133108	*CDK5*	−0.9855	26	21:42001223|42024196	*PRDM16*	0.9855
8	12:23235488|23237718	*CDK5*	−0.9855	27	10:60619225|60625573	*SFRP4*	0.9861
9	15:83640019|83640860	*CDK5*	−0.9827	28	11:22513792|22530506	*PRDM16*	0.9865
10	9:84303407|84311225	*THRSP*	−0.9807	29	16:30873113|30903109	*PRDM16*	0.9867
11	X:79782632|79786582	*PRDM16*	0.9805	30	7:18298331|18317388	*SFRP4*	0.9903
12	17:40606888|40608971	*PRDM16*	0.9805	31	14:22698555|22703735	*SFRP4*	0.9906
13	14:28794206|28825387	*PRDM16*	0.9810	32	14:45838481|45839369	*SFRP4*	0.9928
14	11:100361051|100374772	*PRDM16*	0.9814	33	10:70853226|70859881	*PRDM16*	0.9933
15	X:79761001|79786582	*PRDM16*	0.9818	34	2:72283596|72308351	*THRSP*	0.9944
16	17:55314422|55316845	*SFRP4*	0.9828	35	2:37061458|37078299	*PRDM16*	0.9944
17	20:58640529|58642071	*SFRP4*	0.9828	36	5:10860435|10879727	*THRSP*	0.9948
18	9:15487323|15505719	*PRDM16*	0.9833	37	2:72283596|72308351	*CDK5*	0.9955
19	8:91848002|91864189	*PRDM16*	0.9834				

**^1^** Indicates chromosomal locations in cattle.

**Table 3:** Two circRNA–mRNA pairs with potential effects on fat deposition.

CircRNA ^1^	CircRNA Type	Host Gene	mRNA	*r*-Value by RNA-Seq	*r*-Value by qRT-PCR	
				Young and Adult (*n* = 6)	Young and Adult (*n* = 6)	Variable Months of Age (*n* = 49)
19:45387150|45389986	Exon	*NMT1*	PRDM16	0.968	0.963	0.889
21:69696877|69753491	Exon	*MARK3*	PRDM16	0.985	0.893	0.893

**^1^** Indicates chromosomal locations in cattle.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/9/7/403/s1, Table S1: Eleven genes (mRNAs) associated with fat deposition showing DE between young and adult buffalo adipose tissues, Table S2: Details of quality control and mapping of RNA sequencing, Table S3: circRNAs identified in adipose tissue of Chinese buffalo based on RNA sequencing, Table S4: DE circRNAs between young and adult buffalo adipose tissue.

## References

[1] Sanger H.L., Klotz G., Riesner D., Gross H.J., Kleinschmidt A.K. (1976). Viroids are single-stranded covalently closed circular RNA molecules existing as highly base-paired rod-like structures. PNAS.

[2] Hsu M.T., Coca-Prados M. (1993). Electron microscopic evidence for the circular form of RNA in the cytoplasm of eukaryotic cells. Nature.

[3] Cocquerelle C., Mascrez B., Hetuin D., Bailleul B. (1993). Mis-splicing yields circular RNA molecules. FASEB J..

[4] Saad F.A., Vitiello L., Merlini L., Mostacciuolo M.L., Oliviero S., Danieli G.A. (1992). A 3′ consensus splice mutation in the human dystrophin gene detected by a screening for intra-exonic deletions. Hum. Mol. Genet..

[5] Cocquerelle C., Daubersies P., Majérus M.A., Kerckaert J.P., Bailleul B. (1992). Splicing with inverted order of exons occurs proximal to large introns. EMBO J..

[6] Memczak S., Jens M., Elefsinioti A., Torti F., Krueger J., Rybak A., Maier L., Mackowiak S.D., Gregersen L.H., Munschauer M. (2014). Circular RNAs are a large class of animal RNAs with regulatory potency. Nature.

[7] Li F., Zhang L., Li W., Deng J., Zheng J., An M., Lu J., Zhou Y. (2015). Circular RNA ITCH has inhibitory effect on ESCC by suppressing the Wnt/β-catenin pathway. Oncotarget.

[8] Liu L., Wang J., Khanabdali R., Kalionis B., Tai X., Xia S. (2017). Circular RNAs: Isolation, characterization and their potential role in diseases. RNA Biol..

[9] Szabo L., Morey R., Palpant N.J., Wang P.L., Afari N., Jiang C., Parast M.M., Murry C.E., Laurent L.C., Salzman J. (2015). Statistically based splicing detection reveals neural enrichment and tissue-specific induction of circular RNA during human fetal development. Genome Biol..

[10] Tan W.L., Lim B.T., Anene-Nzelu C.G., Ackers-Johnson M., Dashi A., See K., Tiang Z., Lee D.P., Chua W.W., Luu T.D. (2017). A landscape of circular RNA expression in the human heart. Cardiovasc. Res..

[11] Xia S., Feng J., Lei L., Hu J., Xia L., Wang J., Xiang Y., Liu L., Zhong S., Han L. (2017). Comprehensive characterization of tissue-specific circular RNAs in the human and mouse genomes. Brief Bioinform..

[12] Lukiw W.J. (2013). Circular RNA (circRNA) in Alzheimer’s disease AD. Front Genet..

[13] Xie H., Ren X., Xin S., Lan X., Lu G., Lin Y., Yang S., Zeng Z., Liao W., Ding Y.Q. (2016). Emerging roles of circRNA_001569 targeting mir-145 in the proliferation and invasion of colorectal cancer. Oncotarget.

[14] Meng S., Zhou H., Feng Z., Xu Z., Tang Y., Li P., Wu M. (2017). CircRNA: Functions and properties of a novel potential biomarker for cancer. Mol. Cancer.

[15] Zhou B., Yu J.W. (2017). A novel identified circular RNA, circRNA_010567, promotes myocardial fibrosis via suppressing miR-141 by targeting TGF-β1. Biochem. Biophysiol. Res. Commun..

[16] Chen G.W., Shi Y.T., Zhang Y., Sun J. (2017). CircRNA_100782 regulates pancreatic carcinoma proliferation through the il6-stat3 pathway. Oncotarg. Ther..

[17] Pei W., Tao L., Zhang L.W., Zhang S., Cao J., Jiao Y., Tong J., Nie J. (2017). Circular RNA profiles in mouse lung tissue induced by radon. Environ. Health Prev..

[18] Tao H., Xiong Q., Zhang F., Zhang N., Liu Y., Suo X., Li X., Yang Q., Chen M. (2017). Circular RNA profiling reveals chi_circ_0008219 function as microRNA sponges in pre-ovulatory ovarian follicles of goats (Capra hircus). Genomics.

[19] Sun J., Xie M., Huang Z., Li H., Chen T., Sun R., Wang J., Xi Q., Wu T., Zhang Y. (2017). Integrated analysis of non-coding RNA and mRNA expression profiles of 2 pig breeds differing in muscle traits. J. Anim. Sci..

[20] Wei X., Li H., Yang J., Hao D., Dong D., Huang Y., Lan X., Plath M., Lei C., Lin F. (2017). Circular RNA profiling reveals an abundant circLMO7 that regulates myoblasts differentiation and survival by sponging miR-378a-3p. Cell Death Dis..

[21] FAO. http://www.fao.org/faostat/zh/#data/TP/visualize.

[22] Tao L., Li J., Zhang Y., Tang S., Huang A. (2014). Study on the meat quality of buffalo in Dehong. Food Ind..

[23] Newcom D.W., Baas T.J., Schwab C.R., Stalder K.J. (2005). Genetic and phenotypic relationships between individual subcutaneous backfat layers and percentage of longissimus intramuscular fat in Duroc swine. J. Anim. Sci..

[24] Jacyno E., Pietruszka A., Kawęcka M., Biel W., Kołodziej-Skalska A. (2015). Phenotypic correlations of backfat thickness with meatiness traits, intramuscular fat, longissimus muscle cholesterol and fatty acid composition in pigs. S. Afr. J. Anim. Sci..

[25] Zhang C., Yin R., Sheng Y., Yang C., He X., Xue W., Huang K. (2018). Comprehensive analysis of the characteristics and differences in adult and newborn brown adipose tissue. Diabetes.

[26] Long T., Guo Z., Han L., Yuan X., Liu L., Jing W., Tian W., Zheng X., Tang W., Long J. (2018). Differential expression profiles of circular RNAs during osteogenic differentiation of mouse adipose-derived stromal cells. Calcif. Tissue Int..

[27] Li A., Huang W., Zhang X., Xie L., Miao X. (2018). Identification and characterization of circRNAs of two pig breeds as a new biomarker in metabolism-related diseases. Cell Physiol. Biochem..

[28] Krueger F. Trim Galore!: A Wrapper Tool around Cutadapt and FastQC to Consistently Apply Quality and Adapter Trimming to FastQ Files. http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[29] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[30] Zhang X.O., Dong R., Zhang Y., Zhang J.L., Luo Z., Zhang J., Chen L.L., Yang L. (2016). Diverse alternative back-splicing and alternative splicing landscape of circular RNAs. Genome Res..

[31] Love M., Simon A., Huber W. (2014). Differential analysis of count data-the DESeq2 package. Genome Biol.

[32] DAVID. http://david.abcc.ncifcrf.gov/.

[33] De Sá P.M., Richard A.J., Hang H., Stephens J.M. (2017). Transcriptional regulation of adipogenesis. Comp. Physiol..

[34] Schering L., Albrecht E., Komolka K., Kühn C., Maak S. (2017). Increased expression of thyroid hormone responsive protein (THRSP) is the result but not the cause of higher intramuscular fat content in cattle. Int. J. Biol. Sci..

[35] Li M., Sun X., Cai H., Sun Y., Plath M., Li C., Lan X., Lei C., Lin F., Bai Y. (2016). Long non-coding RNA ADNCR suppresses adipogenic differentiation by targeting miR-204. BBA Gene Regul. Mech..

[36] Chaabane M., Rouchka E.C., Park J.W. Circular RNA Detection from High-throughput Sequencing. Proceedings of the International Conference ACM.

[37] Qu S., Yang X., Li X., Wang J., Gao Y., Shang R., Sun W., Dou K., Li H. (2015). Circular RNA: A new star of noncoding RNAs. Cancer Lett..

[38] Legnini I., Di Timoteo G., Rossi F., Morlando M., Briganti F., Sthandier O., Fatica A., Santini T., Andronache A., Wade M. (2017). Circ-ZNF609 is a circular RNA that can be translated and functions in myogenesis. Mol. Cell.

[39] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[40] Zhang Y., Zhang X.O., Chen T., Xiang J.F., Yin Q.F., Xing Y.H., Zhu S., Yang L., Chen L.L. (2013). Circular intronic long noncoding RNAs. Mol. Cell.

[41] Wright M.H., Heal W.P., Mann D.J., Tate E.W. (2010). Protein myristoylation in health and disease. J. Chem. Biol..

[42] Lennerz J.K., Hurov J.B., White L.S., Lewandowski K.T., Prior J.L., Planer G.J., Gereau R.W., Piwnica-Worms D., Schmidt R.E., Piwnica-Worms H. (2010). Loss of Par-1a/MARK3/C-TAK1 kinase leads to reduced adiposity, resistance to hepatic steatosis, and defective gluconeogenesis. Mol. Cell. Biol..

[43] Seale P., Kajimura S., Yang W., Chin S., Rohas L.M., Uldry M., Tavernier G., Langin D., Spiegelman B.M. (2007). Transcriptional control of brown fat determination by PRDM16. Cell Metab..

[44] Kajimura S., Seale P., Tomaru T., Erdjument-Bromage H., Cooper M.P., Ruas J.L., Chin S., Tempst P., Lazar M.A., Spiegelman B.M. (2008). Regulation of the brown and white fat gene programs through a PRDM16/CtBP transcriptional complex. Genes Dev..

[45] Asano H., Yamada T., Hashimoto O., Umemoto T., Sato R., Ohwatari S., Kanamori Y., Terachi T., Funaba M., Matsui T. (2013). Diet-induced changes in Ucp1 expression in bovine adipose tissues. Gen. Comp. Endocrinol..

[46] Komolka K., Albrecht E., Gotoh T., Maak S. (2017). Abundance of beige and brown adipocyte markers in different adipose depots of cattle at 26 months of age. Adv. Anim. Biosci..

How the deposited data were processed for this re-analysis (not part of the article)

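RNA of subcutaneous adipose tissue from 3 young (6 months) and 3 adult (30 months) Chinese buffaloes was sequenced by the authors, 1 library per animal, and the processed tables that they deposited were used here. Reads were not reprocessed. Every sample column could be assigned to an age group and a replicate number from its label.

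For circRNAs, the authors trimmed the reads with Trim Galore, aligned them to cattle UMD3.1 by STAR and called back-spliced junctions with CIRCexplorer2, and the deposited circRNA values are log2(x + 1) of scaled back-spliced reads per library. It was checked that 2 to the power of the value, minus 1, is a whole multiple of 1 step per library in 100% of the values (largest relative deviation 6.8e-13), and the back-spliced reads were recovered by dividing by the step. For mRNAs and lncRNAs, the deposited log2 values are log2(FPKM + 1), made by the authors from the cattle reference and Ensembl annotation; the labels name TopHat2 2.0.14 and Cufflinks without saying what each was used for. The unadjusted p-values and FDR of circRNAs in the deposited table were made by the authors with DESeq2 1.14.1, and were used only as an alternative and to take the authors' list of DE circRNAs. Transcript length in bases is given for lncRNAs in the table that the authors deposited, and was not used in a test.

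The libraries held 10745 to 17680 back-spliced reads. A circRNA with no read in a group was given a floor of 3 reads over the 3 libraries of the group. Folds against such a group are lower bounds that cover only the counting error of the group with no read. Counts behind the FPKM were not used, so no floor is given for mRNA, and a value of 0 is called listed at 0.

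Differences between adult and young libraries were tested with limma 3.58.1 in R 4.3.3 (eBayes with trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. circRNAs entered with a read in at least 3 of 6 libraries, on the deposited log2 scale with its pseudocount of 1, in place of the pseudocount that had been planned for values not yet on a log scale. mRNAs entered with a mean FPKM of at least 0.5 and a pseudocount of 1, and lncRNAs with a mean FPKM of at least 0.1 and a pseudocount of 0.1. Without a table from transcripts to genes, symbols came from the circRNA hosts that the authors name and, for 5 genes, from the r values of Table 2 (tolerance 2e-04). The 58053 transcripts assembled by the authors were left out of the test of mRNAs, except for an alternative. Of 9494 lncRNA transcripts, 9223 are also in the table of mRNAs.

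Gene lists of at least 5 measured members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Lipid lists among host genes were compared by Fisher's exact test, one-sided. Single values per library were compared by exact permutation tests, two-sided, with a smallest p of 0.1. For an equal number of back-spliced reads, the expected number of distinct circRNAs in a random draw of 10745 such reads per library was computed from the hypergeometric distribution. Pairs of circRNAs and genes were counted at the study's threshold of 0.980 for the absolute Pearson's r over 6 libraries, on the deposited scale, between the authors' DE circRNAs and the 8 genes that could be measured.

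The genes named in the text follow a rule. For circRNAs it took those of the paper's tables, whose values had been seen, and the 10 with the largest absolute log2 fold change past the adjusted p with no overlap between groups, at most 5 per direction. For mRNAs it took the paper's genes, the 10 higher and 10 lower named genes with the largest change and up to 4 members of each list described. For lncRNAs it took the 3 higher and 3 lower with the largest change. Other features were named after their values were seen, namely the abundant circRNAs, the host genes with the most circRNAs, further circRNAs past the adjusted p or near it, and the lipid genes beyond 4 per list.

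The alternatives changed the pseudocount, the filter, the normalization, the variance model, the way transcripts were combined, the correlation measure and the depth, and left out each library in turn. They also took the replicate number as a block. Where a young library was left out, without a filter, and nearly so with the replicate block and for circRNAs in at least 2 libraries (prior degrees of freedom 14200 and 829), limma's prior degrees of freedom for circRNAs were infinite, so that the spread of a circRNA did not enter its p and the calls rest on the trend over all circRNAs. The libraries were therefore also left out over the 2834 circRNAs that the filter keeps with all 6 libraries, where the prior degrees of freedom were 2.86 to 7.58. The steps were tested on simulated data. Of 50 mRNAs made higher and 50 made lower by a log2 of 2, 21 and 31 were called, and 4 of 14495 unchanged ones; of circRNAs raised by a log2 of 4, 48 of 50 were called, and of those lowered by 4, 5 of 29, with 1 of 2338 unchanged ones. For lncRNAs, 4 of 50 raised by 2 and none of 50 lowered by 2 were called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Splice-site motifs, qRT-PCR values and GAPDH were not analysed here. Results for some single genes and circRNAs are not reported here.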

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

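The test at equal back-spliced reads and both tests on young replicate 2 were chosen after the result was seen.

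lncRNAs, which the paper does not report on, differed between the age groups, with 71 transcripts higher and 61 lower in adults of 9155 tested by limma (39 and 33 of them intergenic). TCONS_00281146 was listed at 0 in the 3 young libraries and had 48.4, 132 and 46.5 FPKM in the adult libraries (adjusted p = 0.000283), TCONS_00286587 was listed at 0 and had 80.5, 49.4 and 24.5 FPKM, and TCONS_00593329 was listed at 0 and had 25.3, 41.4 and 16.2 FPKM. TCONS_00505734 had 8980, 8395 and 186.8 FPKM in the young libraries and 0, 0.108 and 0 in the adult libraries (adjusted p = 0.00149), TCONS_00306240 fell from 299, 234 and 12.9 FPKM to near 0, and TCONS_00473351 from 31.6, 60.6 and 63.2 FPKM to near 0. The lowest adult value of TCONS_00473351 was 8.79e-14 FPKM. Of 9494 lncRNA transcripts, 9223 are also listed among the mRNA transcripts. How reads were split between transcripts was not examined, and counts were not used. These values thus do not show that a transcript was absent at either age. Most of these calls rested on all 6 libraries, since higher and lower transcripts numbered 0 and 0 without young replicate 1, 0 and 1 without young replicate 2, 6 and 4 without young replicate 3, 0 and 8 without adult replicate 1, 0 and 9 without adult replicate 2 and 1 and 6 without adult replicate 3. At limma's unadjusted p under 0.05, 714 to 836 were higher and 551 to 748 lower in these fits.

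Of all circRNAs, 9690 were seen in 1 library only, above the level of 0 in the other libraries, and the paper does not discuss them. Of the authors' DE circRNAs, 5 were seen in 1 library only, namely those of CEP112 (19:63152884|63161915, 25 reads), MLIP (23:6183527|6229755, 15 reads), CD163 (15 reads) and FKBP5 (12 reads) in young replicate 2 and of RTN4 (13 reads) in adult replicate 2.

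Adult libraries held fewer distinct circRNAs than young libraries. At an equal 10745 back-spliced reads the lowest young library lay 467 circRNAs above the highest adult library, which argues against the number of back-spliced reads as the cause. Without the 10 most abundant circRNAs, at 9998 reads, the gap was 396, which argues against reads taken by a few abundant circRNAs. Over circRNAs seen in at least 2 libraries, at 8834 reads, it was 214, which argues against junctions seen in a single library. A change of the circRNA set with age is a hypothesis that stays open, as do RNA quality and the share of cell types, neither of which was tested for this pattern.

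Pairs of circRNAs and genes with an absolute r above 0.980 may rest on the difference between the age groups alone. With the mRNA libraries reordered within each age group, the median of the 36 orderings was 46 pairs for the 8 named genes and the highest other ordering gave 59, and only 1 ordering, the real one, gave 60. Over all DE transcripts of the authors, 3 of the 36 orderings gave as many pairs as the real one (19350, with 19677 as the highest). As 5 of the 8 names were found through r values in the real order, the first count is not independent of that order. With values centred on the mean of each age group, 12 positive and 19 negative pairs passed. As the orderings over all DE transcripts do not set the real order apart, it stays open how far the pairs go beyond the age difference.

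Genes of fatty acid and triglyceride synthesis were lower in young replicate 2 than in the other 2 young libraries, with a median log2 difference of -1.29. The median over all features tested was -0.0332, which argues against a shift of the whole library. A lower share of adipocytes goes with the medians of the mature adipocyte markers (-1.88, lower for 4 of 4), of collagens and matrix (0.37, SE of the mean 0.16) and of 3 macrophage markers (0.50, SE of the mean 0.77). If the other cell types kept their proportions, a lower share of adipocytes would raise their markers alike. Endothelial markers, however, had a median of -1.16 (SE of the mean 0.28, lower for 7 of 7). This argues against a lower share of adipocytes alone, with the other cell types in fixed proportion. A wider change of the cell mix, with fewer adipocytes as a part, stays open. Markers of smooth muscle had a median of -0.02. The labels give no condition that sets this animal apart, so no biological explanation was tested.

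With 3 libraries against 3 there are 10 splits, too few for a share under 0.1. The real split called 25 circRNAs and the highest other split 1, 2909 mRNAs against 1 and 132 lncRNAs against 2; in each of these 3 tests, 1 split, the real one, gave as many calls. For gene lists the real split called 2 and the highest other split 4, and 5 of the 10 splits called at least 2.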

How the results depend on the processing

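The limma-voom fits, leaving out libraries over the circRNAs of the full filter, the authors' p-values, detection in at least 2 of the 6 libraries for the age groups, and clean reads as denominator were tests chosen after the data were seen. circRNAs higher and lower in adults, 3 and 22, became 5 and 39 with the smallest value as pseudocount, 58 and 298 with 0.1 of it, 13 and 39 without a filter, 20 and 70 for circRNAs found in at least 2 libraries, 27 and 107 with the replicate number as a block, 46 and 235 with limma-voom on the authors' scale and 79 and 182 with limma-voom on summed junction reads; the lower count was 8 when scaled by summed circRNA values and 79 with eBayes without trend. With each library left out they ranged from 0 to 23 and from 15 to 30, but without a young library and without a filter limma's prior degrees of freedom were infinite (829 for circRNAs in at least 2 libraries, 14200 with the block), so that a circRNA's own spread did not enter these counts. Over the 2834 circRNAs of the full filter they were 0 and 0 without any 1 young library (129 to 148 and 416 to 431 at limma's unadjusted p under 0.05), 0 and 10 without adult replicate 1, 0 and 14 without adult replicate 2 and 1 and 14 without adult replicate 3. At the paper's thresholds, 152 and 471 became 47 and 245 at an unadjusted p under 0.01, 47 and 186 with the authors' p-values over the circRNAs tested, 61 and 205 over circRNAs in at least 2 libraries and 62 and 209 over all, and 91 to 117 and 127 to 533 with each library left out; without a young library, circRNAs seen in the 3 young libraries alone drop out of the test, which lowers the count. Of the 8 circRNAs chosen for qRT-PCR, 3 past the adjusted p became 8 with 0.1 of the smallest value as pseudocount and with both limma-voom fits, 5 without a filter and with eBayes without trend, 6 for circRNAs in at least 2 libraries and with the replicate block, 1 to 3 with each library left out, and 0 without any 1 young library over the circRNAs of the full filter. circRNAs seen in young only, adult only and both became 1976, 913 and 1228 for detection in at least 2 libraries of a group; circRNAs in at least 2 libraries gave 1191 and 417 for young only and adult only, and adult only ranged from 2510 to 4921 with each library left out. The ratio of circRNA abundance in young over adult turned below 1 over circRNAs in every library (0.938) and against the paper's clean reads (0.854), and was 1.14 to 1.28 with each library left out. mRNAs higher and lower, 1543 and 1366, became 1970 and 1283 with median centring and 675 and 794 with the replicate block. With each library left out they were 367 to 1688 and 553 to 1333. Gene lists called higher fell from 2 to 0 with an estimated correlation. lncRNAs higher and lower, 71 and 61, became 20 and 28 with a pseudocount of 0.01 and 12 and 18 without a filter, the lower count was 156 with median centring and 131 with quantile normalization, and with each library left out they were 0 to 6 and 0 to 9 (714 to 836 and 551 to 748 at limma's unadjusted p under 0.05). Positive and negative pairs, 43 and 17, became 12 and 5 with Spearman's rho of 1 or -1 and 139 and 81 at a threshold of 0.95; positive pairs were 12 when centred on group means, and with each library left out they ranged from 59 to 112 and from 29 to 93. circRNAs and host mRNAs with the same direction, 57.7%, were 73.9% of called circRNAs, and lipid lists among host genes, 1 with p under 0.05, were 0 for circRNAs higher in adults and 0 for the authors' own DE list. PRDM16 fell under all 13 alternatives, and past the threshold in each. Its transcript was found through positive r values with circRNAs lower in adults, so its direction is not independent evidence. Except where given, the cause was not tested. Of 291 values for 15 named circRNAs under the alternatives, 208 kept direction and side of the threshold, 53 lost the threshold and 30 gained it; of 598 values for 46 genes, 493, 103 and 1 did, and of 112 values for 8 gene lists, 106, 2 and 3 did; the 1 further value of each of the last sets (MARK3 mRNA and the list of the paper's genes, without young replicate 3) changed direction without having passed, and no called value reversed. The edgeR and DESeq2 fits planned for recovered reads were not run. Replicate numbers do not pair the animals, so the block removes degrees of freedom without a design reason. What depth limits was not tested apart from the method, since the limma-voom counts come from the same reads; in simulated data, limma called 3 of 41 circRNAs lowered and 11 of 49 raised by a log2 of 2.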

Differences from the paper's values

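The alternatives that took the authors' p-values, limma-voom, each library left out over the circRNAs of the full filter, and circRNAs found in at least 2 of the 6 libraries for the age groups were tests chosen after the values were seen. The paper gives 5141 circRNAs, and 14990 were found here; with circRNAs found in at least 2 libraries, an alternative set before the data were examined, the value was 5300, within 1.5 times the paper's. That alternative drops 5 of the 271 circRNAs of the authors' DE list. On it, the other counts also came within the paper's range, with 4814 exon circRNAs (the paper's 4665, 13623 here), 433 exon-intron circRNAs (the paper's 425, 1145 here), 46 intergenic circRNAs (the paper's 45, 112 here), 7 intron circRNAs (the paper's 6, 110 here), 2233 host genes (the paper's 2187, 4026 here) and 32 circRNAs for the host gene with the most (the paper's 32, 79 here).

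The paper gives 1059 circRNAs in young only and 390 in adult only, against 7065 and 4233 here. None of the alternatives set before the data were examined (at least 2 libraries of a group, thinning to equal reads by either measure, and leaving out each library) came within 1.5 times, and circRNAs found in at least 2 libraries, chosen for this count after seeing the values, gave 1191 and 417 and drops 5 of the 271 DE circRNAs. The paper's text gives 2392 circRNAs in both groups, against 3692 here, and Fig. 1B prints a number that matches the value here. The paper's total of 5141 circRNAs is the sum of its young-only and adult-only counts and 3692, not 2392. Thinning to equal reads by either measure and leaving out any 1 library gave counts within 1.5 times 2392 (2756 to 3270). Detection in at least 2 libraries of a group (1228) did not. As 2392 is at odds with the paper's own total, no cause is read from these alternatives.

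The paper gives 252 DE circRNAs, 54 upregulated and 198 downregulated, against 623, 152 and 471 here at the thresholds of its methods. Its results and its methods name different limits for the unadjusted value, 0.01 and 0.05. Of the alternatives set before the data were examined, an unadjusted p under 0.01 came within the paper's values for all 3 counts (292, 47 and 245), leaving out a young library did for the total (229, 218 and 238) and leaving out young replicate 3 for the downregulated count (141). The 2 other pseudocounts, the 2 other filters, scaling by summed circRNA values, eBayes without trend, the replicate block and leaving out an adult library did not, and neither did the limma-voom fits or, over the circRNAs of the full filter, leaving out any 1 library. With the authors' p-values, chosen after seeing the values, there were 233 DE circRNAs over those tested here, 266 over circRNAs in at least 2 libraries and 271 over all, out of the 271 circRNAs of the authors' list, so that the filters drop the rest of them; the upregulated counts were 47, 61 and 62 and the downregulated counts 186, 205 and 209. With the authors' p-values under 0.01 and a fold of at least 2, there were 107 over all circRNAs, 18 upregulated and 89 downregulated, below the paper's counts, so the limit of 0.01 brings the limma counts but not the authors' own values to them.

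The paper gives 37 pairs with an absolute r above 0.980, 27 positive and 10 negative, against 60, 43 and 17 here over 8 of its 11 genes. On the linear scale, set before the data were examined, the total (50) and the positive count (32) came within 1.5 times. With values centred on group means the total did (31), but with 12 positive and 19 negative pairs. Centring takes out the age difference that the paper's r contains, so this total is not the same measure. No alternative came within 1.5 times for the negative count. Spearman's rho, the threshold of 0.95, the other ways to combine transcripts and leaving out any 1 library did so for none of the 3.

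The paper names PPARG and SMAD3 among its DE genes; here their adjusted p was 0.112 and 0.0716, PPARG passed without young replicate 3 (0.0201), and both passed limma's unadjusted p of 0.05 and when adjusted over the list of the paper's genes alone (adjusted p = 0.0361 and 0.0203). PPARG was summed here over 3 named transcripts, while the r values of the paper's Table 2 match 1 of them. A sum may thus be set against a single transcript. CDK5, SREBF2, THRSP, FYN, SFRP4 and PRDM16, which the paper also names, passed here. All of these but FYN were found through r values of Table 2 with circRNAs of the DE list. Their passing is therefore not independent evidence. It calls all 8 circRNAs chosen for qRT-PCR DE; here 3 passed the adjusted p, and all 8 did with limma-voom on the recovered reads, with 0.1 of the smallest value as pseudocount, and at an unadjusted p of 0.05. It states that circRNAs were more abundant in young buffalo, with reference to numbers of circRNAs (Fig. 1B); by number this holds here, with 7065 in young only against 4233 in adult only and 1.41 times as many distinct circRNAs per library (1.32 at equal reads), while by summed scaled reads the ratio of young to adult was 1.21, but 0.938 over circRNAs in every library and 0.854 against clean reads. It describes the circRNA values as back-spliced reads scaled by mapped reads, while a single back-spliced read has a value of 1.42 to 2.59 here, which all mapped reads of a library would not give. The size that it gives as the largest fold-change, and its limit of 4, match differences on the log2 scale here, with a largest log2 fold change of -6.18. Its discussion counts the pair of the NMT1 circRNA with PRDM16 among its 37 pairs, while its Table 2 does not hold it; here, as in its Table 3, r was below 0.980. Its text writes the position of the MARK3 circRNA with a digit fewer than its tables and the deposited table, and that of the NMT1 circRNA with chromosome 9 in 1 place and 19 in the others.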

Other observations

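No test in this part was chosen after the result was seen, but some genes were named after their values were seen, namely the host genes of called circRNAs and the endothelial marker TEK.

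Single genes of circRNA biogenesis and turnover, of signalling and of matrix passed limma's test, as did 2909 of all 14695 features tested, and none of these 3 lists passed camera. Of 21 measured genes of circRNA biogenesis and turnover, 1 rose, 3 fell and 17 did not pass limma's test (1 and 3 when adjusted over the list alone; camera adjusted p = 0.488, and adjusted p = 0.84 with an estimated correlation); without young replicate 3, 2 rose and 4 fell, with SRSF6 (adjusted p = 0.043) and ADAR (0.0043) passing as well. The splicing factor SRSF11 fell from 190 ± 76.1 to 39.1 ± 6.85 FPKM (SD, n = 3; log2 fold change -2.20, adjusted p = 0.00452) and the RNA helicase DDX39B rose from 37.1 ± 5.54 to 90.7 ± 11.3 (1.27, adjusted p = 0.00772). RBM25 (66.3 ± 22.5 to 25.0 ± 0.941 FPKM) and HNRNPM (62.9 ± 12.4 to 34.9 ± 0.465) also fell, and lost their calls without any 1 adult library (adjusted p from 0.0562 to 0.0643 and from 0.0896 to 0.12). ARGLU1, a regulator of splicing outside the list, fell from 226 ± 17.5 to 31.0 ± 1.75 FPKM (-2.82, adjusted p = 8.23e-05). Of 8 genes of insulin, Wnt, TGF-beta and BMP signalling, 2 fell and none rose (3 fell when adjusted over the list alone; camera adjusted p = 0.096, and adjusted p = 0.569 with an estimated correlation). IGFBP5, which binds insulin-like growth factors, fell from 105 ± 22.3 to 9.30 ± 2.98 FPKM (-3.39, adjusted p = 0.000323), and SFRP4 was the other, a call lost without adult replicate 2 (0.0504). Of 11 genes of collagens and matrix, 1 rose, 2 fell and 8 did not pass (1 and 2 over the list alone; camera adjusted p = 0.58, and adjusted p = 0.876 with an estimated correlation). Fibronectin, FN1, fell from 154 ± 51.5 to 38.1 ± 13.5 FPKM, but not without adult replicate 1 (adjusted p = 0.0528). POSTN fell too, a call lost without any 1 library except adult replicate 3 (0.0651 to 0.133), and the basement membrane collagen COL4A2 rose from 67.1 ± 25.9 to 178 ± 28.8, a call lost without young replicate 1 or any 1 adult library (0.0585 to 0.0752).

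Markers of other cell types went different ways. Of 3 macrophage markers, only CD163 fell, and of 4 stromal cell markers, THY1 fell from 225 ± 40.5 to 73.2 ± 18.6 FPKM (log2 fold change -1.63, adjusted p = 0.00815), SFRP4 fell and COL15A1 rose, the last call lost without any 1 library except young replicate 3 (adjusted p from 0.0694 to 0.117). In smooth muscle and pericyte markers, MYH11 and MYLK fell of 3 measured; MYH11 lost its call without adult replicate 1 or 2 (0.0573 to 0.0704) and MYLK without any 1 library except adult replicate 1 (0.0505 to 0.151). TNNT3, the only skeletal muscle marker measured, fell (adjusted p = 0.0378), but not without any 1 of the 6 libraries (0.0585 to 0.126). The endothelial list did not pass camera (adjusted p = 0.0849, and adjusted p = 0.59 with an estimated correlation), and KDR, FLT1 and TEK passed limma without young replicate 3 (0.0272, 0.0285 and 0.0458). No member passed among 2 genes of lipolysis, 2 of the cell cycle (1 lower over the list alone), 2 lymphocyte markers, 2 nerve markers and 1 stress gene, HSP90AA1 (adjusted p = 0.322), and no blood, skin or ribosomal protein gene of the lists was measured. The largest changes among named genes included PRUNE2, which rose from 15.8 ± 4.37 to 276 ± 109 FPKM, CXorf57, which rose from 0.141 ± 0.153 to 36.8 ± 23.7, and falls in the chromatin protein gene HMGB2 (59.6 ± 22.7 to 9.71 ± 2.44), the actin-binding protein gene NEXN (23.6 ± 5.27 to 3.85 ± 0.236), PAMR1 (7.96 ± 1.97 to 0.787 ± 0.354) and XG. VAV3, CEP120, TMEM245 and NEMF were listed at 0 in every young library and were called higher in adults; only the named transcripts of each gene were summed, without the assembled ones and without counts, so these values do not show that the genes were silent in young buffaloes.

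For called circRNAs, the host mRNA was called in the same direction for ATRX (log2 fold change -0.82, adjusted p = 0.0173), BCO2 (1.95, adjusted p = 0.0164), EPSTI1, ATXN2, MORC3 and BAZ2B, and in the other direction for AIDA (0.66, adjusted p = 0.0418). Without any 1 adult library, the mRNAs of ATRX (adjusted p from 0.055 to 0.0901), ATXN2 (0.0512 to 0.0688) and BCO2 (0.0571 to 0.0726) did not pass. With a library left out, MORC3 mRNA passed only without young replicate 3 (otherwise 0.0546 to 0.113), AIDA mRNA only without young replicate 2 (otherwise 0.0579 to 0.163) and BAZ2B mRNA in no fit with a library left out (0.0502 to 0.136). The mRNAs of MED17 and GPCPD1 had log2 fold changes of 0.13 and -0.27 and did not pass.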
